# Co-administration of MDR1 and BCRP or EGFR/PI3K inhibitors overcomes lenvatinib resistance in hepatocellular carcinoma

**DOI:** 10.3389/fonc.2022.944537

**Published:** 2022-09-08

**Authors:** Dawei Sun, Juan Liu, Yunfang Wang, Jiahong Dong

**Keywords:** hepatocellular carcinoma (HCC), lenvatinib resistance (LR), multidrug resistance protein 1 (MDR1), breast cancer resistance protein (BCRP), epidermal growth factor receptor (EGFR), elacridar, gefitinib, copanlisib

## Abstract

Lenvatinib is the first-line treatment for hepatocellular carcinoma (HCC), the most common type of primary liver cancer; however, some patients become refractory to lenvatinib. The underlying mechanism of lenvatinib resistance (LR) in patients with advanced HCC remains unclear. We focused on exploring the potential mechanism of LR and novel treatments of lenvatinib-resistant HCC. In particular, we established a Huh7 LR cell line and performed *in vitro*, bioinformatic, and biochemical assays. Additionally, we used a Huh7-LR cell-derived xenograft mouse model to confirm the results *in vivo*. Following LR induction, multidrug resistance protein 1 (MDR1) and breast cancer resistance protein (BCRP) transporters were markedly upregulated, and the epidermal growth factor receptor (EGFR), MEK/ERK, and PI3K/AKT pathways were activated. *In vitro*, the co-administration of elacridar, a dual MDR1 and BCRP inhibitor, with lenvatinib inhibited proliferation and induced apoptosis of LR cells. These effects might be due to inhibiting cancer stem-like cells (CSCs) properties, by decreasing colony formation and downregulating CD133, EpCAM, SOX-9, and c-Myc expression. Moreover, the co-administration of gefitinib, an EGFR inhibitor, with lenvatinib retarded proliferation and induced apoptosis of LR cells. These similar effects might be caused by the inhibition of EGFR-mediated MEK/ERK and PI3K/AKT pathway activation. *In vivo*, co-administration of lenvatinib with elacridar or gefitinib suppressed tumour growth and angiogenesis. Therefore, inhibiting MDR1 and BCRP transporters or targeting the EGFR/PI3K pathway might overcome LR in HCC. Notably, lenvatinib should be used to treat HCC after LR induction owing to its role in inhibiting tumour proliferation and angiogenesis. Our findings could help develop novel and effective treatment strategies for HCC.

## 1 Introduction

Primary liver cancer (PLC) poses a global health challenge. According to GLOBOCAN 2020, PLC ranks sixth in cancer incidence and second in cancer-related mortality, with approximately 906,000 new cases and 830,000 deaths worldwide in 2020 (1). Unfortunately, these numbers will continue to rise, as over one million individuals will be diagnosed with HCC annually by 2025 (2). Hepatocellular carcinoma (HCC) is the most common form of PLC, accounting for 75–85% of PLC cases (1). Marked improvements have been achieved in the early detection and subsequent treatment of HCC; however, the reality of HCC management remains poor. Presently, only 44% of HCC cases are diagnosed at the localised stage, and 27% and 18% of HCC cases are diagnosed at the regional and distant stages, respectively (3). Consequently, the five-year survival rate of all HCC stages is barely 20%, and this rate decreases to as low as 3% for distant stage HCC (3). The mainstay treatments for localised stage HCC include resection, transplantation, and ablation. However, the presence of underlying diseases (e.g., liver cirrhosis) often complicates surgical management, as liver transplantation is not always available due to the scarcity of donor organs, and local ablation is sometimes not amenable in cases of knotty tumours.

Nevertheless, systemic therapies, such as tyrosine kinase inhibitors (TKIs), provide hope for patients with unresectable HCC and increase overall survival and improve the quality of life of this population (2). Lenvatinib, an oral inhibitor of multiple receptor tyrosine kinases (RTKs), exerts its antitumour effect by inhibiting vascular endothelial growth factor receptors 1–3 (VEGFR1–3), platelet-derived growth factor receptor α (PDGFRα), fibroblast growth factor receptors 1–4 (FGFR1–4), c-KIT, and RET (4). In patients with unresectable HCC, lenvatinib showed non-inferiority in improving survival outcomes compared with sorafenib (5). In the past decade, sorafenib has become the only effective therapeutic choice for patients with advanced HCC, and lenvatinib has been approved as the first-line drug and is used worldwide (6).

Numerous clinical trials have verified the therapeutic efficacy of lenvatinib in patients with HCC. However, the clinical benefits of lenvatinib administration are limited, as some HCCs become refractory to lenvatinib treatment. Hence, substantial interest has focused on the mechanisms of lenvatinib resistance (LR). Particularly, LR is mediated by hepatocyte growth factor/c-MET axis-associated mitogen-activated protein kinase (MAPK)/extracellular signal-regulated kinase (ERK) and phosphatidylinositol 3-kinase (PI3K)/AKT pathway activation (7), upregulated interferon regulatory factor 2 (IRF2) and β-catenin expression (8), FGFR1 overexpression and downstream AKT/mTOR and ERK signalling activation (9), and upregulated VEGFR2 expression and downstream RAS/MEK/ERK pathway activation (10). However, we could hardly find studies on the underlying mechanism of LR following long-term exposure to lenvatinib. Notably, a well-designed combined therapy might successfully inhibit compensatory signalling activation following LR induction; however, a feasible drug combination that could overcome LR has not yet been established.

In this study, we aimed to establish a Huh7 LR cell line to elucidate the underlying mechanism of LR and explore novel drugs that could be used to overcome LR in HCC.

## 2 Materials and methods

### 2.1 Reagents and antibodies

Lenvatinib (*HY-10981*), gefitinib (*HY-50895*), and copanlisib (*HY-15346A*) were purchased from MedChemExpress (Shanghai, China), and elacridar (*S7772*) was purchased from Selleck Chemicals (Shanghai, China). Stock solutions of 20 mM lenvatinib, 100 mM elacridar, and 20 mM gefitinib were dissolved in 100% dimethyl sulfoxide (DMSO), and the stock solution of 10 mM copanlisib was dissolved in Milli-Q water. Antibodies against total epidermal growth factor receptor (EGFR; A11577, ABclonal), phospho-EGFR (AP0820, ABclonal), total PI3K (ab32089, Abcam), phospho-PI3K (4228, CST), total AKT (9272, CST), phospho-AKT (4060, CST), total MEK1/2 (A4868, ABclonal), phospho-MEK1/2 (AP0209, ABclonal), total ERK1/2 (4695, CST), phospho-ERK1/2 (4376, CST), caspase-3 (T40051, Abmart), Bcl-2-associated X (Bax; T40044, Abmart), multidrug resistance protein 1 (MDR1; 13978, CST), breast cancer resistance protein (BCRP; 130244, Abcam), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH; 5174, CST) were used. Horseradish peroxidase (HRP)-conjugated goat anti-rabbit and goat anti-mouse antibodies were purchased from Beyotime Biotechnology (Shanghai, China). Alexa Fluor-conjugated goat anti-rabbit (647 nm*)* and goat anti-mouse (488 nm) antibodies were purchased from Invitrogen (Shanghai, China).

### 2.2 Cell line and cell culture

The Huh7 parental (Huh7 P) cell line was obtained from the Cell Bank of National Biomedicine Research (Beijing, China) and cultivated in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% foetal bovine serum and 1% antibiotics (penicillin and streptomycin) at 37°C and 5% CO_2_. To generate the Huh7 LR cell line, Huh7 P cells were exposed to lenvatinib at an initial dose of 1 μM. Thereafter, the stable cell line was exposed to a lenvatinib concentration that was gradually increased by 1.0–2.0 μM per week. Approximately 10 months later, the Huh7 LR cell line was established and maintained in culture medium containing 20 μM lenvatinib.

### 2.3 RNA sequencing assay

Total RNA was extracted using TRIzol from a 10 cm cell culture plate when the cells reached 70–80% confluence. Three independent samples from each group (Huh7 P and Huh7 LR) were used for RNA-seq by Biomarker Technologies (Beijing, China). Log_2_ (mRNA fold change) was used to assess differentially expressed mRNAs, with the calculated value of *<* -1 or *>* 1 deemed statistically significant (p < 0.001). The online bioinformatics database (DAVID Bioinformatics Resources 6.8, NIAID/NIH; website, https://david.ncifcrf.gov/tools.jsp) was used to analyse the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and biological processes based on the RNA-seq results.

### 2.4 Cell proliferation assay

Cells were plated at a density of 4,000 cells per well in a 96-well plate and cultivated overnight. The cells were then exposed to drugs suspended in DMEM (10% FBS) for 96 h. Thereafter, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) solution at a working concentration of 5 mg/mL was added to the culture medium. After 4 h of incubation, the upper medium was removed, and 100 μL of DMSO was added to dissolve the crystals formed in the lower medium. After 10 min of incubation and shaking, the absorbance was measured at a wavelength of 490 nm. A real-time cell analyser (RTCA) S16 *(*Celligence, China*)* was used to compare cell proliferation ability. During this process, 4,000 cells per well were seeded in a 16-well plate and cultivated in medium containing 20 μM lenvatinib. During the next 72 h, a detector connected to a computer constantly calculated and displayed relative cell proliferation by measuring the electrical resistance of the plate bottom.

### 2.5 Clonogenicity assay

To compare the clonogenicity of Huh7 P and Huh7 LR cell lines, 1,000 cells per well were seeded in a 6-well plate and continuously exposed to culture medium containing lenvatinib (20 μM) for two weeks. To assess the clonogenicity of the Huh7 LR cell line after different drug treatments, 2,000 cells were seeded per well in a 6-well plate, drug-containing media was removed from the cells after 72 h of exposure, and the medium without drugs was changed every 3 days for the next 11 days. After fixing in methyl alcohol for 15 min and staining with crystal violet for 20 min, the colonies were photographed using a camera and analysed using Image J Software.

### 2.6 Cell apoptosis assay

Cells were seeded at a density of 2×10^5^ cells per well in a 6-well plate and cultivated overnight. The cells were then treated with the control or drug-containing media for 72 h. Subsequently, the cells were collected and stained with Annexin V-FITC and propidium iodide (Beyotime Biotechnology, China) for 20 min and then analysed using flow cytometry (Beckman Coulter, USA). At least 5×10^4^ cells were analysed for each sample.

### 2.7 Quantitative real-time polymerase chain reaction

Total RNA was extracted from Huh7 P and Huh7 LR cells using TRIzol reagent, and cDNA synthesis was conducted using a reverse transcription kit (Toyobo FSQ 301, Japan) following the manufacturer’s protocol. Subsequently, qRT-PCR was performed in a total volume of 20 μL, containing Milli-Q water (2 μL), c-DNA (6 μL), forward and reverse primers (2 μL), and q-PCR mix (10 μL; Toyobo QPS-201, Japan). The primers used in this study were manufactured by Ruibiotech (Beijing, China) with the following sequences: β-actin forward: 5′-ATCGTCCACCGCAAATGCTTCTA-3′ and reverse: 5′-AGCCATGCCAATCTCATCTTGTT-3′, MDR1 forward: 5′-GGGAGCTTAACACCCGACTTA-3′ and reverse: 5′-GCCAAAATCACAAGGGTTAGCTT-3′, and BCRP forward: 5′-GCCACAGAGATCATAGAGCCT-3′ and reverse: 5′-TCACCCCCGGAAAGTTGATG-3′. The results were normalised to β-actin expression and are presented as relative mRNA expression levels.

### 2.8 Immunofluorescence staining

Cells (Huh7 P and Huh7 LR) were seeded at a density of 30,000 cells per well in an 8-well plate (BD Falcon 354108, USA) overnight. The cells were then washed thrice with PBS, fixed with 4% paraformaldehyde (PFA) for 20 min, blocked with 10% goat serum, and incubated with primary antibodies MDR1 (Rabbit mAb #13978 CST) and BCRP (Mouse mAb #130244 Abcam) for another day. After washing thrice with PBS, the cells were incubated with conjugated secondary antibodies for two hours at room temperature. Subsequently, 4′,6-diamidino-2-phenylindole was added and incubated for 15 min, and images were captured using a VS200 SlideView (Olympus, Japan).

### 2.9 Western blotting analysis

After incubation with different drugs, the cells were collected and lysed using radioimmunoprecipitation assay buffer supplemented with a protease and phosphatase inhibitor cocktail (Beyotime Biotechnology, China). Equal amounts of protein from each sample were loaded on 8% or 10% sodium dodecyl-sulphate-polyacrylamide gel electrophoresis and transferred onto an Immobilon^®^-P Transfer membrane (Merck Millipore Ltd.). After blocking with 5% non-fat milk, the labelled membrane was incubated with relevant primary antibodies at 4°C overnight. The membranes were then incubated with HRP-conjugated secondary antibodies for two hours at room temperature. Finally, the membranes were incubated with enhanced chemiluminescence reagent (Applygen, China), and the bands were detected. GAPDH was used as an internal reference.

### 2.10 Xenograft tumour in nude mice

BALB/C nude mice (male, 6 weeks old) were obtained from Charles River (Beijing, China). Huh7 LR cells (1.0×10^7^ cells per mouse) were injected into the flanks of the mice. After tumour establishment, the mice were randomly assigned to six groups (five mice per group): the vehicle, lenvatinib (5 mg/kg), gefitinib (80 mg/kg), elacridar (80 mg/kg), lenvatinib (5 mg/kg) combined with elacridar (80 mg/kg), and lenvatinib (5 mg/kg) combined with gefitinib (80 mg/kg) groups. The drugs were suspended in 5‰ carboxymethylcellulose sodium (powder dissolved in Milli-Q water). In the lenvatinib and elacridar group, elacridar was administered two hours prior to lenvatinib. All indicated treatments were orally administered to the mice 5 days per week. Tumour length and width were measured using callipers, and their volumes were calculated using the following formula: tumour volume = ½ length × width^2^. All animal experiments were conducted in accordance with the approved protocol from Charles River (No. P2021049).

### 2.11 Histological analysis

Harvested tumours were fixed in 4% PFA, dehydrated gradually, embedded in paraffin, and sliced into 4 μm thick sections. Some sections were subjected to haematoxylin-eosin (H&E) staining, whereas other sections were used for immunohistochemistry (IHC). After routine IHC procedures, the samples were incubated with primary antibodies against Ki67 (14-5698-80, Invitrogen) and proliferating cell nuclear antigen (PCNA; 13110, CST) at 4°C overnight. The samples were then incubated with secondary antibodies using the VECTASTAIN ^®^ Elite ^®^ ABC Universal Kit, Peroxidase (Horse Anti-Mouse/Rabbit IgG; PK-6200, Vector Laboratories, Inc., USA).

### 2.12 Statistical analysis

OriginPro 2021 software was used to perform data analysis. Data are presented as the mean ± standard deviation based on triplicate experiments, and the final results are representative of more than two independent experiments, excluding the xenograft tumour experiment. All *p* values are denoted as significant at *p < 0.05*. Following the Chou-Talalay method (11), CompuSyn software (ComboSyn, Inc., Paramus, NJ, USA) was used to calculate combination index (CI) values. The CI values reflect the interaction between two drugs (CI < 1, synergism; CI = 1, additive effect; CI > 1, antagonism).

## 3 Results

### 3.1 Establishment of a lenvatinib resistant cell line

After continuous exposure to lenvatinib (1–20 μM) for approximately 10 months, the Huh 7 LR cell line was normally passaged and maintained in medium containing 20 μM lenvatinib (**Figure 1A**). In contrast to Huh7 P cells, Huh7 LR cells were smaller in size and grew aggressively (**Figure 1B**). The MTT results revealed that Huh7 LR cells exhibited a higher proliferation rate than Huh7 P cells did in cultivation medium containing different lenvatinib concentrations (1.25, 2.5, 5, 10, and 20 μM), and the half maximal inhibitory concentration (IC_50_) of lenvatinib in Huh7 LR cells (IC_50_ > 20 μM) was significantly higher than that in Huh7 P cells (IC_50_ 5.34 ± 1.07 μM) (**Figure 1C**). Meanwhile, Huh7 LR cells exhibited a relatively higher proliferation rate (**Figure 1D**) and higher colony forming ability (**Figure 1E**) than Huh7 P cells did in medium containing 20 μM lenvatinib. Moreover, Huh7 LR cells exhibited a higher anti-apoptotic activity than Huh7 P cells did in cultivation medium containing 20 μM lenvatinib (**Figure 1F**). These results confirmed that the Huh7 LR cell line was resistant to lenvatinib.

**Figure 1:**
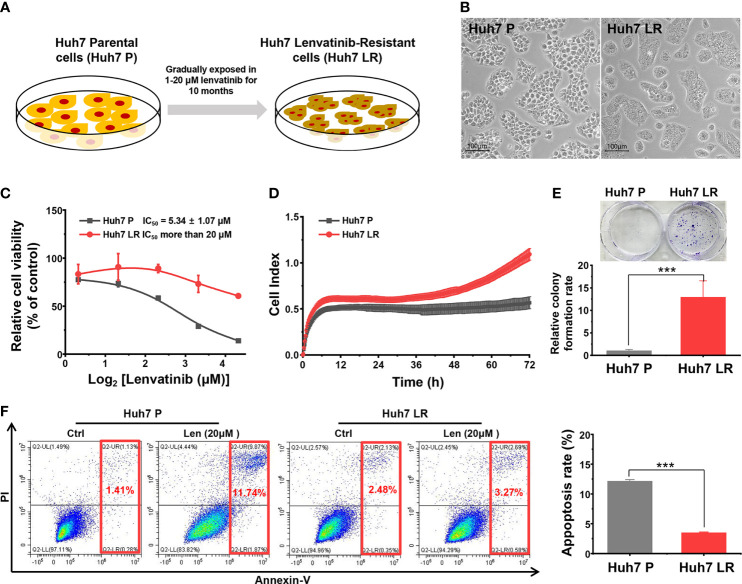
Successfully established Huh7 LR cell line. **(A)** The timeline and lenvatinib concentration. **(B)** The representative morphology of the Huh7 P and Huh7 LR cell lines. **(C)** The MTT assay during 96 h revealed that the Huh7 LR cell line had a substantially higher IC_50_ than the Huh7 P cell line did. **(D)** RTCA revealed that Huh7 LR cells had a higher proliferation rate than Huh7 P cells did in medium containing 20 μM lenvatinib. **(E)** The Huh7 LR cell line exhibited higher colony forming ability than the Huh7 P cell line did in cultivation medium containing 20 μM lenvatinib. **(F)** Flow cytometry assay showed that Huh7 LR cells exhibited higher anti-apoptosis ability than Huh7 P cells did in cultivation medium containing 20 μM lenvatinib for 72 hours. ***p < 0.001.

### 3.2 Transcriptomic analysis results

RNA-seq results were obtained to assess differentially expressed mRNAs between the Huh7 P and Huh7 LR cell lines (**Supplementary Table 1**). 

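RNA was sequenced from 3 samples of Huh7 P, the parental human hepatocellular carcinoma cell line, and 3 samples of Huh7 LR, derived from it under lenvatinib raised from 1 μM and maintained at 20 μM over 10 months. The labels describe poly(A) selection and NEBNext Ultra libraries. The authors deposited for each gene the number of reads they counted, without normalization, and an FPKM value. The aligner, the counting program and the genome build are not named in the paper's text. The table lists 19974 annotated genes and 6210 loci without an annotated gene. The reads counted on genes totalled between 62738937 and 71427573 per Huh7 P library (median 66961548) and between 63233655 and 70768720 per Huh7 LR library (median 67284160). A count of 0 in a library allows up to 3 counts, which is 0.042 to 0.048 CPM (counts scaled to library size) at these depths, a limit that covers counting error only. All 19974 gene identifiers are present in GENCODE release 29, whose GRCh38 coordinates are used here. Counts were scaled by edgeR's TMM method, and genes with low counts were removed by edgeR's filterByExpr, which left 17531 genes and loci to test. The lines were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p under 0.001 and a change above 2-fold. The level and the fold are those of Figure 2B. Its legend does not state that p is adjusted, but its axis and a column heading of Supplementary Table 1 name FDR, an adjusted p. Spearman's correlation across genes was 0.994 to 0.995 between Huh7 P libraries, 0.991 to 0.994 between Huh7 LR libraries and 0.974 to 0.976 between the lines. Genes are not independent replicates in these correlations.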

Three independent samples were examined for each cell line (**Figure 2A**), and the Huh7 LR cell line exhibited 728 upregulated and 274 downregulated genes compared with those in the Huh7 P cell line (**Figure 2B**). 

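Of the 17531 genes and loci tested, 776 were called higher and 312 lower in Huh7 LR, so that 71.3% of the calls were higher. Of these, 656 higher and 249 lower calls were annotated genes, and the others were loci without an annotated gene. In each of the 1088 calls, all 3 Huh7 LR libraries lay on one side of all 3 Huh7 P libraries. Such a separation was present in 55.9% of all genes and loci tested, against 10% given by chance with 3 samples in each group. The biological coefficient of variation between replicates was 12.7%. The replicates of each group are samples of a single cell line, so this spread and the p-values describe variation within lines. They cannot separate resistance from other differences that arose in the separate culture of the lines. At an unadjusted p under 0.001 and a change above 2-fold, 941 were higher and 365 lower. Without the fold threshold, 4093 genes and loci were higher and 3923 lower at an adjusted p under 0.05. With limma-trend on FPKM values, there were 589 higher and 212 lower calls on log2(FPKM + 0.1) and 268 higher and 84 lower on log2(FPKM + 1). With each library left out in turn, between 551 and 734 were called higher and between 224 and 341 lower. PEBP4 (chromosome 8, 22713251 to 23000000) had no count in any Huh7 P library and was at least 41.9-fold higher in Huh7 LR. MID1IP1 (chromosome X, 38801432 to 38806537) had no count in any Huh7 LR library and was at least 42.3-fold lower there. Both genes stayed at a mean of 1.90 CPM or less in the line where they were higher. TEAD2 fell from 14.6 ± 1.16 CPM (SD, n = 3) to 0.685 ± 0.18 CPM (SD, n = 3), a log2 fold change of -4.41 (standard error 0.18, adjusted p = 6.67e-08 from edgeR's quasi-likelihood test).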

KEGG pathway enrichment analysis revealed that pathways related to metabolism and ATP-binding cassette (ABC) transporters and the ERBB signalling pathway were enriched after LR induction (**Figure 2C**). Additionally, gene annotation analysis of biological processes demonstrated that cellular efflux and metabolic processes were increased after LR induction (**Figure 2D**).

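The paper tested the higher genes with DAVID. The lists used here were written from general knowledge of the corresponding terms, so their members can differ from those of the database. Each list was compared with all other genes and loci tested by a one-sided Fisher's exact test, adjusted over 5 lists. Of 33 ABC transporter genes tested, 6 were called higher against 1.46 given by the overall share (odds ratio 4.83, adjusted p = 0.00367). They were ABCB1, ABCG1, CFTR, TAP1, ABCA5 and ABCA7, and ABCC1 was called lower. Adjusted over the list alone, the same number, 6 higher and 1 lower, passed. Of 72 ERBB signalling genes tested, 7 were called higher against 3.19 (odds ratio 2.34, adjusted p = 0.0397). This result lies on either side of 0.05 depending on the background. With only the 14053 annotated genes in it, the adjusted p was 0.0503, and with 1 member fewer, as in DAVID's EASE score, it was 0.0984. The 7 genes were PIK3R2, AREG, NRG3, BTC, HBEGF, CDKN1A and SHC2, and MYC was called lower, again 7 higher and 1 lower adjusted over the list alone. PIK3R2 shares most of its exon sequence with another gene, and without it the adjusted p was 0.0939 (odds ratio 2.00). Without Huh7 P replicate 3, it was 0.0724 with all members kept. AREG, which encodes the EGFR ligand amphiregulin, rose from 0.989 ± 0.232 CPM (SD, n = 3) to 10.7 ± 0.649 CPM (SD, n = 3), a log2 fold change of 3.43 (standard error 0.17, adjusted p = 2.24e-07 from edgeR's quasi-likelihood test). In the complement and coagulation list, 23 of 61 genes were called higher (odds ratio 13.4, adjusted p = 2e-15) and 3 lower, with 23 and 3 adjusted over the list alone. The fibrinogen genes FGA, FGB and FGG had log2 fold changes of 3.48, 2.49 and 2.42. In the list of drug and xenobiotic metabolism, 18 of 62 genes were called higher (odds ratio 9.02, adjusted p = 2.59e-10) and 0 lower, and 19 were higher adjusted over the list alone. GSTA1 rose from 9.63 ± 1.51 CPM (SD, n = 3) to 161 ± 13.1 CPM (SD, n = 3). Many genes of this list, GSTA1 and CYP3A4 among them, have close paralogs, between which the authors' counting could have split reads. When the whole list was tested by limma's camera with a preset correlation of 0.01 between genes, the adjusted p was 0.136 for ABC transporters, 0.198 for ERBB signalling, 1.14e-06 for complement and 5.52e-08 for drug metabolism. All these lists passed fry at an unadjusted p of 0.00112 or lower. As fry does not compare a list with other genes, and 55.9% of all genes and loci tested separated the lines, passing it says little. With an estimated correlation, the unadjusted p was 0.338, 0.168, 0.0669 and 0.00722 in the same order, so that drug metabolism alone of these 4 lists stayed under 0.05.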

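The list of cholesterol efflux genes stood in for the efflux terms of Figure 2D. Of its 30 members tested, 10 were called higher against 1.33 given by the overall share (odds ratio 10.9, adjusted p = 6.09e-07, one-sided Fisher's exact test over 5 lists), and 1, PLTP, was called lower. The count was also 10 higher and 1 lower adjusted over the list alone. APOE (chromosome 19, 44905754 to 44909393) rose from 932 ± 24.7 CPM (SD, n = 3) to 2306 ± 91.5 CPM (SD, n = 3), with a log2 fold change of 1.31 (standard error 0.07, adjusted p = 2.47e-07 from edgeR's quasi-likelihood test). CES1 had a log2 fold change of 2.16 and PLTP one of -1.33. ABCG1, ABCA5 and ABCA7 are members of both this list and the ABC transporter list. In camera's test of the whole list, the adjusted p was 4.28e-05, and the unadjusted p was 3.02e-05 under fry and 0.0408 with an estimated correlation. From its own DAVID analysis, the paper states that efflux and metabolic processes increased with resistance.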

**Figure 2:**
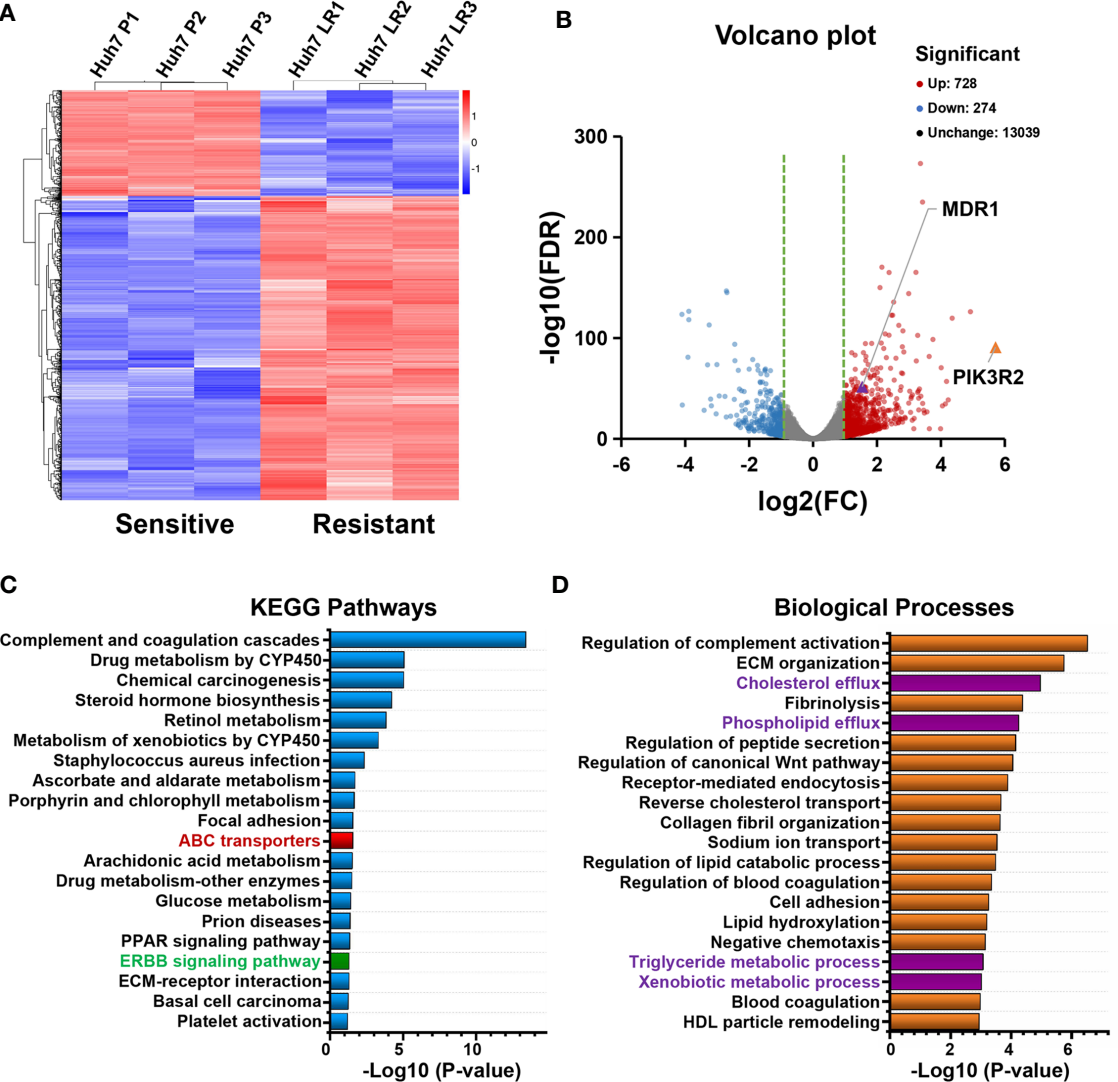
Transcriptomic analysis of Huh7 P and Huh7 LR cells based on RNA sequencing (three samples for each group). **(A, B)** Clustering heatmap and volcano plot show differentially expressed genes between the Huh7 P and Huh7 LR cell lines (> 2-fold change, p < 0.001). **(C, D)** KEGG pathways and biological processes associated with significantly upregulated genes in Huh7 LR cells (> 2-fold change, *p* < 0.001).

### 3.3 MDR1 and BCRP overexpression and EGFR signalling pathway activation following LR induction

The expression of MDR1 and BCRP, important ATP-binding cassette (ABC) transporters, was upregulated according to the RNA-seq results (**Supplementary Table 2**). 

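ABCB1, which encodes MDR1 (ENSG00000085563, chromosome 7, 87503633 to 87713323), rose from 62.6 ± 3.59 CPM (SD, n = 3) in Huh7 P to 183 ± 26.6 CPM (SD, n = 3) in Huh7 LR. Its log2 fold change was 1.55 (standard error 0.10, adjusted p = 1.36e-06 from edgeR's quasi-likelihood test), which passed the 2-fold threshold. ABCG2, which encodes BCRP (ENSG00000118777, chromosome 4, 88090264 to 88231322), rose from 12.1 ± 0.32 CPM (SD, n = 3) to 16.4 ± 0.775 CPM (SD, n = 3). Its log2 fold change of 0.44 (standard error 0.09, adjusted p = 0.00232 from the same edgeR test) differed from 0 but stayed under the 2-fold threshold, and lay between 0.42 and 0.47 with each library left out in turn. For both genes every Huh7 LR library lay above every Huh7 P library. Of the 20 genes of Supplementary Table 2, 19 had enough counts to test. At an adjusted p under 0.05, 7 were higher, 4 were lower and 8 did not differ, and the same numbers, 7 higher and 4 lower, passed adjusted over the list alone. As the study chose these genes with the same samples at hand, the list is not independent evidence. The table's largest rise was that of ABCG1, with a log2 fold change of 2.79 (adjusted p = 2.20e-04 from edgeR's test) from 0.289 CPM. ABCC1, which encodes another drug efflux transporter, had a log2 fold change of -1.68 (adjusted p = 2.78e-06 from edgeR's test), and ABCC3 one of 0.88, under 2-fold.

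**Figure D1:**
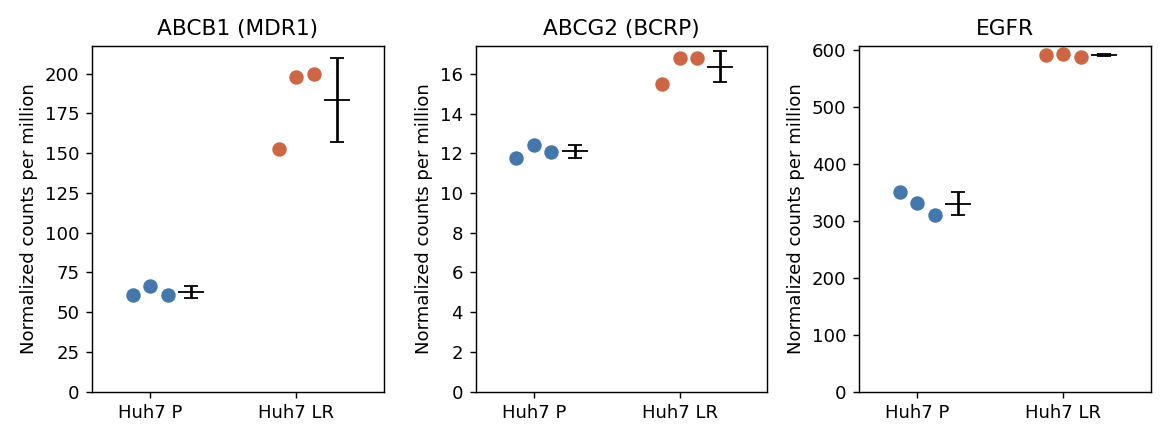
Normalized CPM (vertical axes, from 0) of ABCB1, ABCG2 and EGFR in each Huh7 P and Huh7 LR library. Points are libraries, and bars beside them give the mean and SD (n = 3); the Huh7 LR libraries of ABCG2 sit between 15.5 and 16.8, above the highest Huh7 P library at 12.4.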

We used qRT-PCR, western blotting, and immunofluorescence staining to further verify MDR1 and BCRP expression levels. First, the qRT-PCR results revealed that Huh7 LR cells exhibited significantly higher MDR1 and BCRP mRNA levels than Huh7 P cells did (**Figure 3A**). Second, western blotting demonstrated that Huh7 LR cells exhibited significantly higher MDR1 and BCRP levels than Huh7 P cells did (**Figure 3B**). Third, immunofluorescence staining revealed that MDR1 and BCRP were located in the cell membrane, and their expression was significantly higher in Huh7 LR cells than in Huh7 P cells (**Figure 3C**).

**Figure 3:**
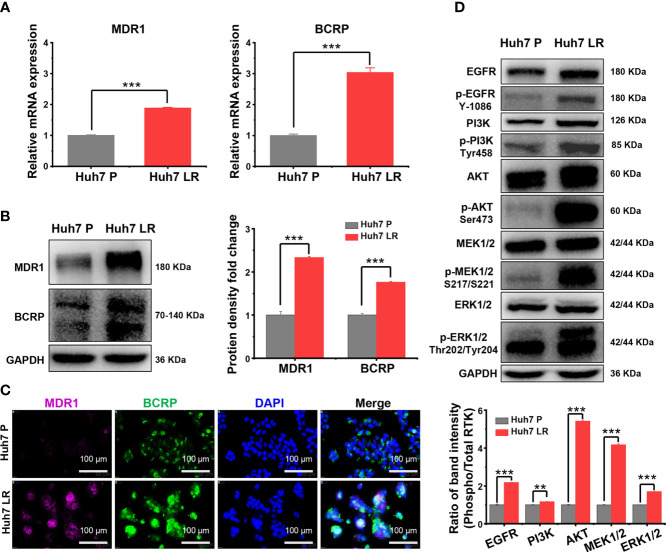
MDR1 and BCRP overexpression and EGFR signalling pathway activation following LR induction. **(A–C)** qRT-PCR, western blotting, and immunofluorescence analysis demonstrated that MDR1 and BCRP expression was upregulated following LR induction. Scale bars, 100 μm. **(D)** Western blotting revealed that EGFR and its downstream MEK/ERK and PI3K/AKT pathways were markedly activated following LR induction. **p < 0.01. ***p < 0.001.

The EGFR signalling pathway is an important branch of the ERBB signalling pathway, and the activation of EGFR signalling pathway is a hallmark of human malignancies (12–14). **Supplementary Table 3** demonstrates that the transcriptional levels of EGFR and the downstream RAS/RAF/MEK/ERK and PI3K/AKT/mTOR pathways were normal or upregulated after LR induction. 

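EGFR itself (ENSG00000146648, chromosome 7, 55019021 to 55211628) is not among the genes of Supplementary Table 3, but the RNA-seq table holds it. It rose from 330 ± 20.1 CPM (SD, n = 3) in Huh7 P to 590 ± 2.12 CPM (SD, n = 3) in Huh7 LR, a log2 fold change of 0.84 (standard error 0.07, adjusted p = 5.22e-06 from edgeR's quasi-likelihood test), under the 2-fold threshold. EGFR lies in a part of chromosome 7 whose expressed genes were higher as a group, with a median log2 change of 0.39 over the 40 expressed genes of its window relative to all expressed genes. ERBB2 had a log2 fold change of 0.31 and ERBB3 one of 0.28, which was -0.21 when ERBB3 was summed with the genes that share its exon sequence. Supplementary Table 3 lists 27 genes, of which 26 were tested. At an adjusted p under 0.05, 5 were higher, 4 were lower and 17 did not differ. Adjusted over the list alone, 4 were higher and 4 lower, which is not independent evidence, as the study chose the list with these samples at hand. Past 2-fold, PIK3R2 and PIK3IP1 were called higher and 0 genes lower, although 4 were lower without the fold threshold. The 4 lower genes were PIK3C2A with a log2 fold change of -0.73 (adjusted p = 6.19e-04 from edgeR's test), NRAS with -0.43, PIK3C2B with -0.33 and ZHX2 with -0.27. PIK3C2B did not pass under limma-trend on log2(FPKM + 0.1), where the adjusted p was 0.0527. The identifier that the table gives for RAF belongs to ZHX2 and that for MEK to MAP2K7. The genes of MEK1 and MEK2, MAP2K1 and MAP2K2, had log2 fold changes of -0.19 and 0.05. MAPK3, the gene of ERK1, had a log2 fold change of -0.02. PIK3IP1 had a log2 fold change of 2.12 (standard error 0.19, adjusted p = 7.9e-06 from edgeR's test).

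**Figure D2:**
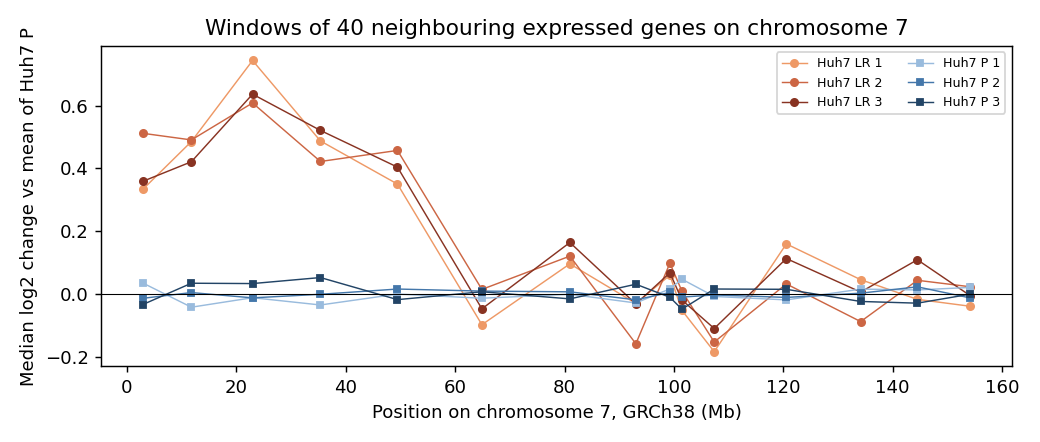
Median log2 change of windows of 40 neighbouring expressed genes along chromosome 7 (horizontal axis, GRCh38 position in Mb), for each library against the mean of the Huh7 P libraries, centred on the median of all expressed genes. The window that holds EGFR sits at 0.35, 0.46 and 0.40 in Huh7 LR 1, 2 and 3, and the next window at -0.10, 0.01 and -0.05.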

Importantly, among the upregulated mRNAs, PIK3R2, an oncogene involved in the physiological activation of PI3K (15), ranked first in fold-change (Log_2_FC = 5.71) (**Supplementary Tables 1**, **2**, **Figure 2B**). However, RNA-seq only reflects transcriptional level but cannot comprehensively reflect protein levels and functional alterations. Therefore, western blotting was performed to determine the levels of total and phosphorylated proteins involved in EGFR signalling and its downstream pathways. 

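PIK3R2 (ENSG00000105647, chromosome 19, 18153118 to 18170540) had 144, 73 and 67 counts in the Huh7 P libraries and 10304, 16801 and 15620 counts in the Huh7 LR libraries. This is a rise from 1.40 ± 0.527 CPM (SD, n = 3) to 209 ± 44.4 CPM (SD, n = 3), with a log2 fold change of 7.20 (standard error 0.24, adjusted p = 2.12e-08 from edgeR's quasi-likelihood test). By fitted log2 fold change it ranked 12 among the 776 genes and loci called higher. All 11 above it had at most 3 counts in every Huh7 P library, where a fitted fold change is not well defined, and 5 of them were annotated genes. When only genes with at least 10 counts in every library were tested, PIK3R2 ranked 1. A second gene lies over PIK3R2 on the same strand. AC007192.1 (ENSG00000268173, chromosome 19, 18153158 to 18178117) runs through PIK3R2 into IFI30 and shares 3947 of the 4524 exon bases of PIK3R2 (87.2%). Its counts were 14094, 15427 and 15583 in the Huh7 P libraries and 6274, 9 and 5 in the Huh7 LR libraries. Its log2 fold change was -2.83 (standard error 1.35, adjusted p = 0.11 from edgeR's test), and -11.11 without Huh7 LR replicate 1. Summed per library, PIK3R2 and AC007192.1 together gave 230 ± 27.7 CPM (SD, n = 3) in Huh7 P and 241 ± 12.7 CPM (SD, n = 3) in Huh7 LR. The log2 ratio of these means was 0.070, a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.6, where 0.1 is the smallest p that 3 samples against 3 allow). On FPKM values the log2 ratio of the sums was 0.44. IFI30 had 3889, 50 and 78 counts in Huh7 P and 2284, 6569 and 5842 in Huh7 LR, and with it added the log2 ratio was 0.33. In edgeR's test of all genes that share exon sequence here, summed, the log2 fold change was 0.34 (adjusted p = 0.00159), under 2-fold. The paper states that PIK3R2 takes part in the activation of PI3K and then turns to protein levels by western blotting.

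**Figure D3:**
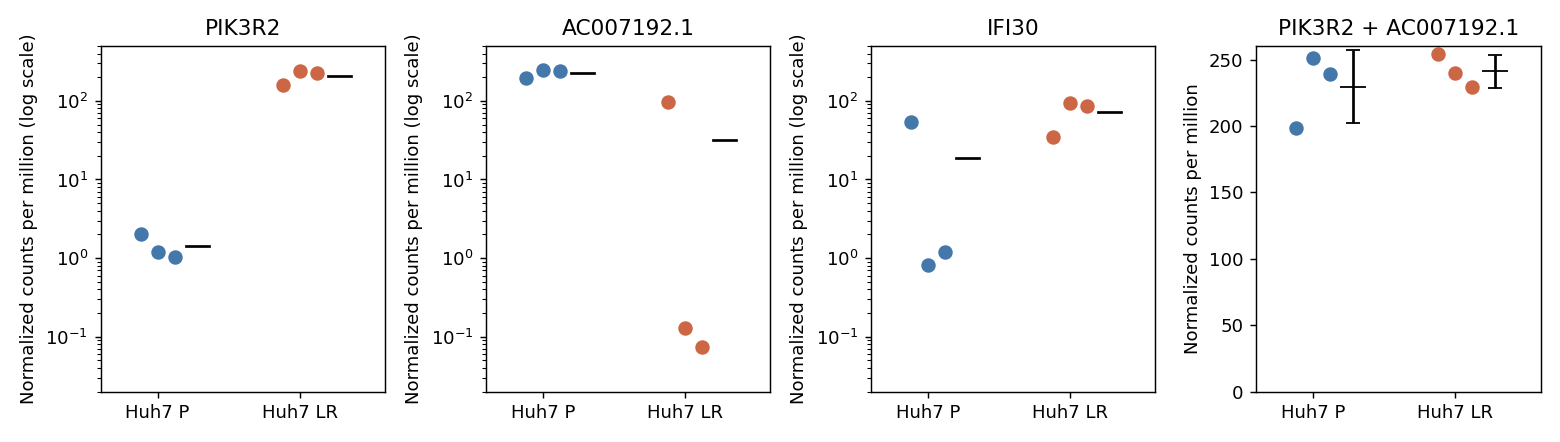
Normalized CPM of PIK3R2, AC007192.1 and IFI30 (log axes) and of PIK3R2 and AC007192.1 summed (axis from 0) in each library. Points are libraries; bars give the mean, with the SD in the summed panel (n = 3), where the libraries lie between 198 and 254.

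**Figure D4:**
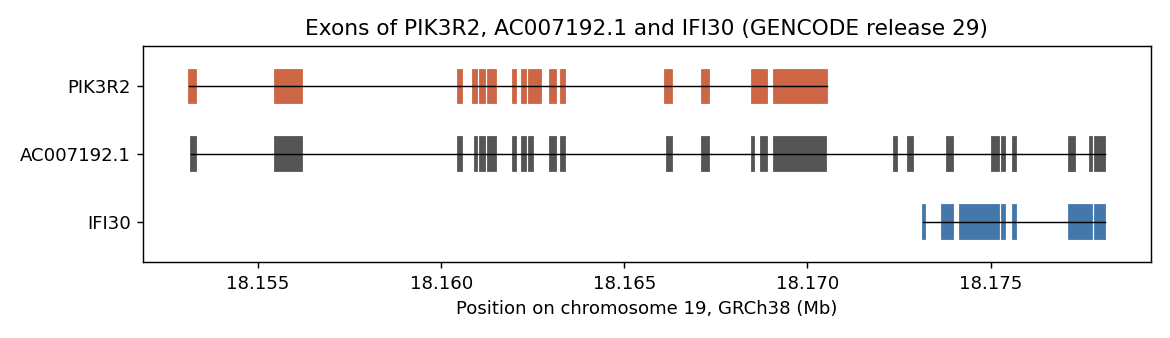
Exons (boxes) of PIK3R2, AC007192.1 and IFI30 on chromosome 19 (GRCh38, Mb), from GENCODE release 29. The exons of AC007192.1 cover 87.2% of the exon bases of PIK3R2 and 40.2% of those of IFI30.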

The western blot results revealed that phosphorylated EGFR, PI3K, AKT, MEK1/2, and ERK1/2 were significantly upregulated in Huh7 LR cells compared to those in Huh7 P cells (**Figure 3D**).

### 3.4 *In vitro* antitumour effect of combined treatments

#### 3.4.1 Elacridar ameliorated LR by inhibiting MDR1 and BCRP

Both MDR1 and BCRP mediate drug efflux from tumour cells, which decreases the effective concentration of antitumour drugs and results in chemotherapeutic failure (16–18). Here, we speculated that elacridar, a dual MDR1 and BCRP inhibitor (19), could overcome LR in Huh7 LR cells by inhibiting MDR1 and BCRP (**Figure 4A**).

**Figure 4:**
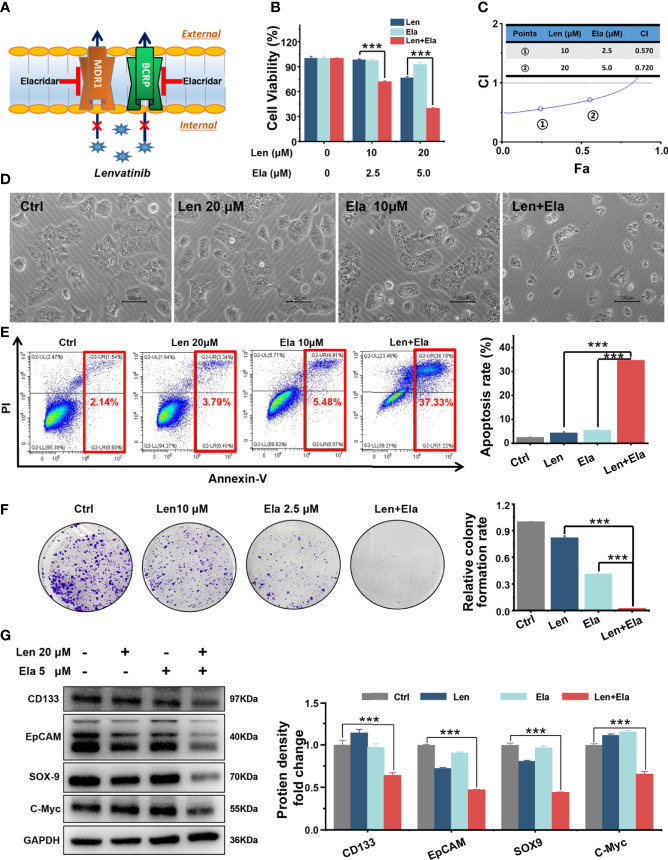
*In vitro* combined antitumour effect of lenvatinib and elacridar. **(A)** Schematic diagram indicates that elacridar dually inhibited MDR1 and BCRP. **(B, C)** The MTT results and CI plots confirmed that elacridar synergised with lenvatinib to inhibit Huh7 LR cell viability. **(D, E)** Co-treatment with elacridar and lenvatinib enhanced cell apoptosis, as shown in micrographs and flow cytometry plots. **(F, G)** Combined elacridar and lenvatinib treatment inhibited colony formation and downregulated CD133, EpCAM, SOX-9, and c-Myc expression. ***p < 0.001.

According to the MTT results, the relative cell viability of the 20 μM lenvatinib-treated group was 76.23%, whereas the relative cell viability of the 5 μM elacridar-treated group was 92.49%. However, the relative cell viability of the 20 μM lenvatinib- and 5 μM elacridar-treated group significantly decreased to as low as 39.67% (**Figure 4B**). The synergistic antitumour effect of lenvatinib and elacridar was further verified using CI values and the Chou-Talalay method. As shown in **Figure 4C**, the calculated CI values were < 1, indicating that elacridar synergised with lenvatinib to inhibit Huh7 LR cell proliferation. Thereafter, flow cytometry was performed to assess the pro-apoptotic effect of elacridar in Huh7 LR cells following treatment with a single drug or with co-administration of lenvatinib for 72 h (**Figure 4D**). According to the quantitative results (**Figure 4E**), lenvatinib (20 μM) in combination with elacridar (10 μM) significantly induced Huh7 LR cell apoptosis (apoptosis rate, 37.32%) compared with that of the control (1% DMSO), lenvatinib (20 μM), and elacridar (10 μM) groups (apoptosis rates, 2.14%, 3.79%, and 5.48%, respectively). Therefore, elacridar sensitised Huh7 LR cells to lenvatinib treatment.

Additionally, our *in vitro* results demonstrated that the combination of elacridar with lenvatinib significantly inhibited colony formation (**Figure 4F**) and decreased CD133, epithelial cellular adhesion molecule (EpCAM), SRY-box transcription factor 9 (SOX-9), and c-Myc expression (**Figure 4G**).

#### 3.4.2 Gefitinib or copanlisib ameliorated LR by targeting the EGFR/PI3K pathway

EGFR and/or PI3K/AKT pathway activation is associated with chemotherapeutic resistance in human cancers (20, 21). Unfortunately, lenvatinib exerts antitumour effects by targeting multiple cell membrane RTKs, including VEGF1-3, PDGFR, FGFR1-4, c-KIT, and RET rather than EGFR (4). Here, we speculated that EGFR signalling pathway activation might be associated with LR; therefore, we investigated whether the addition of TKIs targeting the EGFR/PI3K/AKT pathway could overcome LR. We selected and tested FDA-approved clinical drugs, including gefitinib (targeting EGFR) and copanlisib (targeting PI3K) (**Figure 5A**).

**Figure 5:**
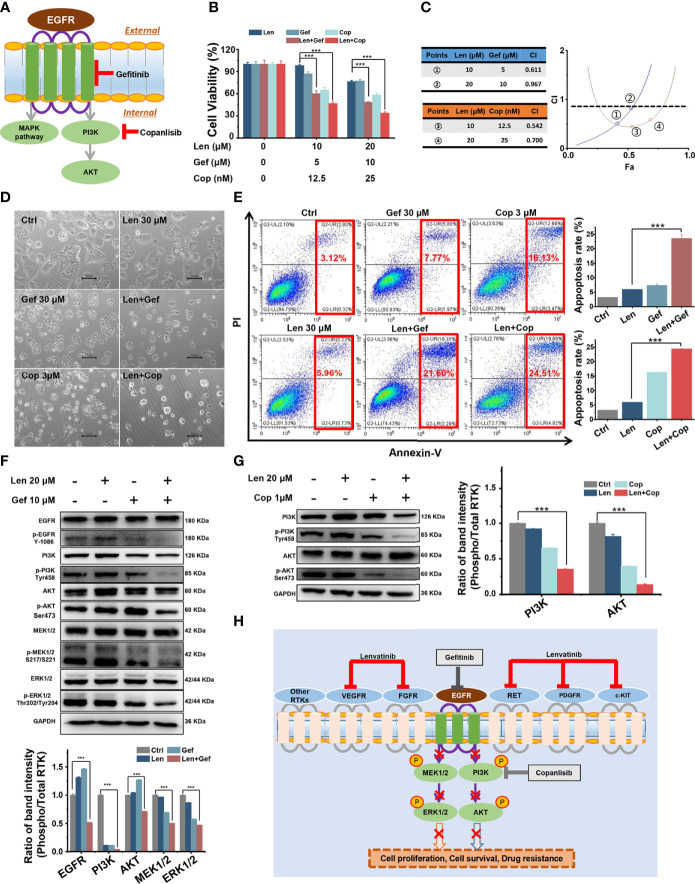
*In vitro* combined antitumour effect of lenvatinib and gefitinib or copanlisib. **(A)** Schematic diagram indicates that gefitinib and copanlisib targeted EGFR and PI3K, respectively. **(B, C)** The MTT results and CI plots confirmed that combined treatments synergistically inhibited cell viability. **(D, E)** The addition of gefitinib or copanlisib enhanced cell apoptosis, as shown in micrographs and flow cytometry plots. **(F, G)** The EGFR pathway was significantly inhibited by the addition of gefitinib, and the PI3K/AKT pathway was significantly inhibited by the addition of copanlisib. **(H)** Schematic diagram delineates the proposed mechanism of overcoming LR in HCC by targeting the EGFR/PI3K pathway. ***p < 0.001.

First, we performed an MTT assay to assess the effect of gefitinib or copanlisib on Huh7 LR cell proliferation following treatment with a single drug or with co-administration of lenvatinib. As shown in **Figure 5B**, the addition of gefitinib or copanlisib significantly enhanced the inhibitory effect of lenvatinib in Huh7 LR cells. We used the Chou-Talalay method and determined that lenvatinib and gefitinib or copanlisib synergistically inhibited cell proliferation, as the calculated CI values were < 1 (**Figure 5C**). Thereafter, we performed flow cytometry to assess the pro-apoptotic effect of gefitinib or copanlisib in Huh7 LR cells after drug treatment for 72 h (**Figure 5D**). According to the quantitative results (**Figure 5E**), the addition of gefitinib or copanlisib significantly enhanced the pro-apoptotic effect of lenvatinib in Huh7 LR cells. Therefore, gefitinib or copanlisib sensitised Huh7 LR cells to lenvatinib treatment.

Regarding the potential antitumour mechanism, western blotting revealed that co-treatment with gefitinib and lenvatinib significantly inhibited the phosphorylation of EGFR, PI3K, AKT, MEK1/2, and ERK1/2 (**Figure 5F**), whereas the combination of copanlisib and lenvatinib significantly inhibited the phosphorylation of PI3K and AKT (**Figure 5G**). Moreover, the addition of gefitinib or copanlisib increased the levels of apoptosis-associated proteins, including caspase-3 and Bax (**Supplementary Figure 1**). Here, we proposed that upon targeting cell membrane RTKs, including VEGFR, FGFR, RET, PDGFR, and c-KIT, with lenvatinib, EGFR was activated to compensate for LR. The downstream MEK/ERK and PI3K/AKT pathways were then activated in response to EGFR activation, which resulted in LR by promoting cell proliferation and survival. However, upon targeting EGFR with gefitinib or PI3K with copanlisib in combination with lenvatinib, compensatory activation of the EGFR signalling pathway or its downstream PI3K/AKT pathway, respectively, was inhibited (**Figure 5H**).

### 3.5 *In vivo* antitumour effect of combined treatments

The *in vivo* antitumour effects of lenvatinib in combination with elacridar or gefitinib were assessed using xenografts derived from the Huh7 LR cell line. One week after tumour cell injection, the average xenograft size reached approximately 6 mm in diameter, and therapeutic treatment was initiated accordingly. Subsequently, the tumour volume and mouse body weight were measured once every two to three days. The mice were orally administered with the drugs for two weeks and then sacrificed. The harvested tumours were imaged and their corresponding weights were measured. Compared with that in the vehicle group, neither elacridar nor gefitinib inhibited tumour growth, and lenvatinib-based co-treatments significantly suppressed tumour growth (**Figures 6A–C**). Intriguingly, lenvatinib-based co-treatments exerted a much better antitumour effect than lenvatinib treatment alone did. Particularly, the co-administration of lenvatinib with elacridar exhibited the most potent antitumour efficacy (**Figures 6A–C**). During the treatment, no significant side effects were observed, as the mouse body weights were comparable in different groups (**Figure 6D**).

**Figure 6:**
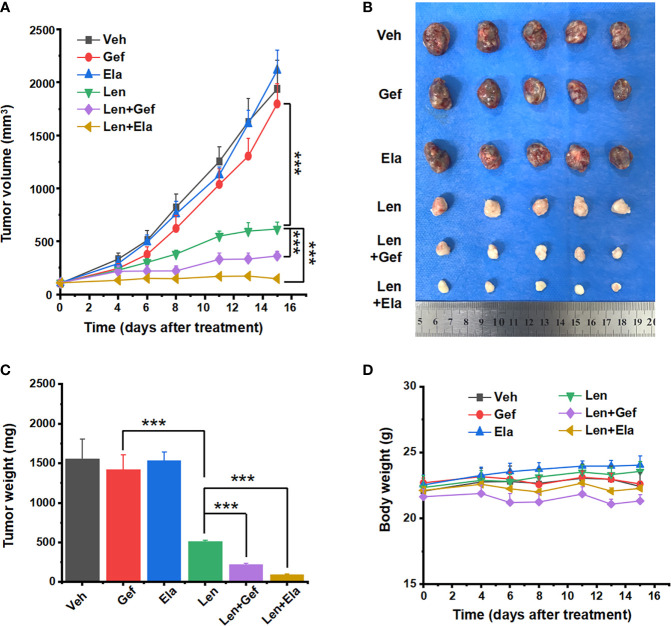
Lenvatinib in combination with elacridar or gefitinib suppressed HCC xenograft growth. **(A)** Xenograft response to treatment with vehicle, elacridar (80 mg/kg), gefitinib (80 mg/kg), lenvatinib (5 mg/kg), and drug combination (elacridar 80 mg/kg and lenvatinib 5 mg/kg or gefitinib 80 mg/kg and lenvatinib 5 mg/kg). **(B)** Harvested tumours are arranged according to the treatment group. **(C)** Tumour weights were measured after resection. **(D)** Mouse body weights were measured during the treatment. ***p < 0.001.

Regarding the histological analysis, lenvatinib alone and lenvatinib-based co-administrations significantly inhibited tumour angiogenesis, which could be easily determined by observing the general shape of the harvested tumours (**Figure 6B**). Upon further analysis using pathological H&E staining, remaining tumour micro-vessels were observed in the group treated with lenvatinib alone, but not in the group treated with co-administration of gefitinib or co-administration of elacridar (**Figure 7A**). Lenvatinib alone could inhibit cell proliferation; however, lenvatinib-based co-administration enhanced the inhibition of cell proliferation, which was assessed using IHC for Ki67 and PCNA (**Figures 7B, C**).

**Figure 7:**
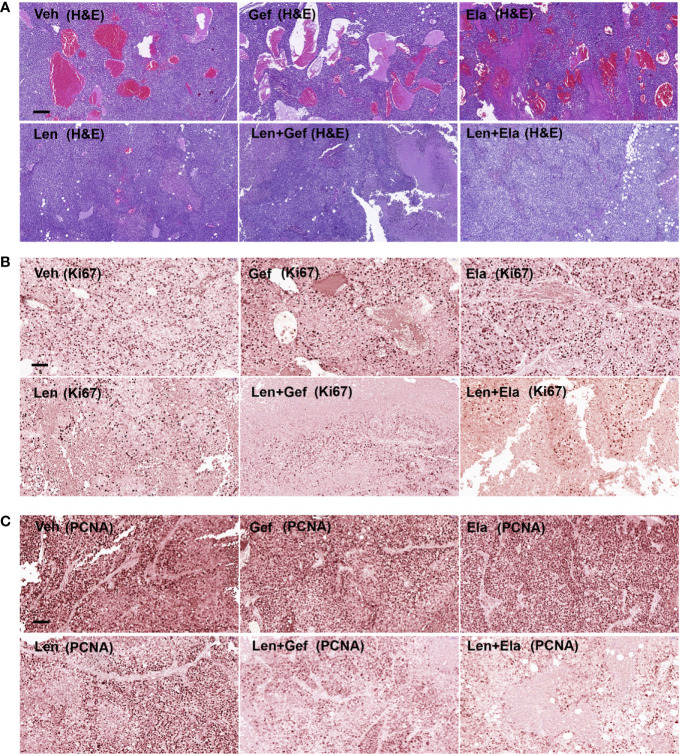
Lenvatinib in combination with elacridar or gefitinib inhibited tumour proliferation and angiogenesis. **(A)** Representative images of blood vessel density visualised by H&E staining. Scale bars, 200 μM. **(B, C)** IHC for Ki67 and PCNA expression. Scale bars, 100 μM.

## 4 Discussion

Systemic therapies for unresectable HCC are limited. In addition to sorafenib, lenvatinib is currently the first-line treatment for patients with advanced HCC worldwide (6). Recently, a meta-analysis comprising five clinical studies with 1,481 patients demonstrated that lenvatinib treatment significantly improved progression-free survival (PFS), objective response rate (ORR), and disease control rate compared with those of sorafenib treatment in patients with advanced HCC (22). However, a standard salvage treatment has not yet been established for patients with advanced HCC after lenvatinib therapy failure. Considering the dismal outcomes of patients with HCC after lenvatinib treatment failure, exploring the underlying mechanism of LR and novel drugs to overcome LR is warranted.

To the best of our knowledge, this is the first study to reveal that ABC transporters and the EGFR signalling pathway are activated in HCC after long-term exposure to lenvatinib. MDR1 or P-glycoprotein and BCRP, important ABC transporters, have consistently been implicated in mediating multiple drug resistance by promoting drug efflux in various human cancers (16–18). Coincidentally, lenvatinib is a substrate for MDR1 (23, 24); however, the changes in MDR1 and BCRP transporters after LR induction have not yet been clarified. Moreover, EGFR, a pioneer member of the RTK family, is frequently overexpressed in human cancers (13, 25, 26), and its activation is crucial for essential cancer cell processes, including cell growth, survival, and drug resistance (25). Unfortunately, lenvatinib targets multiple cell membrane RTKs but EGFR (4). Recently, one study has revealed that blocking EGFR by gefitinib and lenvatinib exhibited a relatively potent antitumour efficacy in HCC (27), whereas the activation status of EGFR and its downstream pathways (MEK/ERK and PI3K/AKT) after LR induction in HCC has not been fully understood. Notably, our *in vitro* results revealed that MDR1 and BCRP transporters were significantly upregulated, and EGFR and the MEK/ERK and PI3K/AKT pathways were activated after LR induction.

Subsequently, considering that ABC transporters and EGFR signalling pathways were activated after LR induction, we utilised three drugs: elacridar, gefitinib, and copanlisib. Elacridar (GF12098) is a dual MDR1 and BCRP inhibitor (19). *In vitro*, preclinical, and clinical studies have demonstrated that co-administration of elacridar could reverse MDR1 and/or BCRP-mediated chemotherapeutic resistance and increase systemic exposure to antitumour drugs by inhibiting efflux pumps (19, 28, 29). Furthermore, gefitinib selectively inhibits EGFR and was first used to treat advanced non-small cell lung cancer after other treatments failed (30). As monotherapy or combination therapy, gefitinib is also used to treat other human malignancies (31). Moreover, gefitinib inhibits the growth and accelerates the apoptosis of human HCC cells and promotes cell cycle arrest in these cells (32). Blocking EGFR by gefitinib exerts antitumour effects by reducing HCC nodule formation in rats (33). Lastly, copanlisib (BAY80-6946) has emerged as a newly developed pan-PI3K inhibitor (34, 35) and was first approved for treating relapsed follicular lymphoma (36). Subsequently, copanlisib has been used in patients with advanced or refractory solid tumours (37). *In vitro* studies have recently demonstrated that copanlisib synergises with sorafenib to promote cell death in HCC (38). However, the therapeutic role of these drugs in HCC after LR induction has not been reported.

Previous *in vivo* studies have demonstrated that lenvatinib is a substrate of MDR1, and inhibiting MDR1 using rifampicin or ketoconazole can significantly increase plasma lenvatinib concentrations in healthy adults (23, 24). Elacridar, a third-generation MDR1 inhibitor and a dual inhibitor of MDR1 and BCRP transporters (39), can improve therapeutic efficacy in various diseases by blocking drug efflux, according to previous *in vitro*, preclinical, and clinical studies (28). Theoretically, elacridar should also inhibit lenvatinib efflux by inhibiting MDR1 and BCRP efflux pumps. Additionally, cancer stem-like cells (CSCs) harbouring stem cell-like properties, including aberrant differentiation and self-renewal potential, are associated with chemotherapeutic resistance in cancers (40–42). Coincidentally, Sugano et al. found that inhibiting MDR1 using elacridar inhibits CSC properties (43). Parallelly, our *in vitro* experiments demonstrated that inhibiting lenvatinib efflux by inhibiting MDR1 and BCRP efflux pumps might represent the potential mechanism of synergism between elacridar and lenvatinib to overcome LR. Here, we attempted to summarise and explain the antitumour effect of combined treatment. Lenvatinib in combination with elacridar exerted a significantly synergistic antitumour effect *in vitro* and the most significant antitumour effect *in vivo*. Additionally, a combination of lenvatinib and elacridar significantly inhibited CSC properties by decreasing colony formation and downregulating CD133, EpCAM, SOX-9, and c-Myc expression. Moreover, lenvatinib alone suppresses CSCs marked by CD133 and CD44 expression in HCC (44), and this inhibitory effect was presumably enhanced because elacridar could inhibit lenvatinib efflux by inhibiting MDR1 and BCRP transporters, which might account for the above findings. Furthermore, co-administration of lenvatinib and gefitinib significantly inhibited EGFR, MEK/ERK, and PI3K/AKT activation, and co-administration of lenvatinib with copanlisib significantly inhibited PI3K/AKT activation; both combinations exerted synergistic antitumour effects *in vitro*. Moreover, gefitinib in combination with lenvatinib exerted potent antitumour effects *in vivo*.

According to our literature review, other research groups are also attempting to develop salvage systemic treatment for patients with HCC after lenvatinib treatment failure. For example, one clinical study of 22 participants with failed lenvatinib therapy who received second-line regorafenib treatment revealed that the PFS and ORR were 3.2 (range, 1.5–4.9) months and 13.6%, respectively (45). Another clinical study involving 13 patients with unresectable HCC who were treated with sorafenib after lenvatinib treatment failure revealed that the PFS and ORR were 4.1 (range, 2.1–9.2) months and 15.3% (2/13), respectively (46). The survival outcomes were poor in patients who received second-line treatments after lenvatinib withdrawal. Coincidentally, our study found that xenografts grew faster and exhibited increased angiogenesis in the groups without lenvatinib treatment, including the gefitinib-treated group.

We proposed hypotheses regarding the dismal patient outcomes after stopping lenvatinib treatment and the increased xenograft growth observed in the groups without lenvatinib treatment. One hypothesis is that despite drug resistance, lenvatinib still blocked the intracellular signal transduction phosphorylation cascade by inhibiting ligand binding to cell membrane RTKs; in particular, the activation of VEGFR correlated with angiogenesis and the activation of PDGFR, FGFR, c-KIT, and RET correlated with cell proliferation (47, 48). Another hypothesis is that lenvatinib inhibited CSCs harbouring stem cell-like properties, including aberrant differentiation and self-renewal potential, which was verified by our *in vitro* experiments (lenvatinib inhibited colony formation) and the findings reported by Shigesawa et al. (lenvatinib inhibited CD133- and CD44-positive CSCs) (44). However, once lenvatinib is withdrawn, the underlying inhibition of intracellular signal transduction and of CSC-associated characteristics is reversed, which consequently accelerates tumour growth and angiogenesis. Therefore, we wondered whether patient outcomes would improve if lenvatinib was continuously administered in combination with second-line treatment after LR, which is merely our theoretical conjecture based on the xenograft experiment results. Certain issues, particularly the side effects and energy expenditure caused by combination treatment, remain to be seriously considered.

Finally, our study had certain limitations and provided scope for further research. First, our *in vitro* and *in vivo* results were based on a Huh7 LR cell line and the Huh7 LR cell line-derived xenografts. Thus, our findings and conclusions should be further replicated and verified in more cell lines, as well as in patients with HCC after LR induction, if possible. Second, some drugs (e.g., lenvatinib and gefitinib) used in this study are readily soluble in DMSO but not in cultivation media, which resulted in the parallelism of MTT results being lower than expected. Third, the antitumour effect of lenvatinib combined with copanlisib was not examined in the xenograft model. Therefore, the antitumour effects of copanlisib, an FDA-approved drug, alone or in combination with lenvatinib in HCC after LR induction should be investigated. Lastly, *in vivo* side effects of drug combinations, such as changes in organ function and/or microscopic structure, should also be assessed in the future.

## 5 Conclusions

In summary, inhibiting MDR1 and BCRP transporters or targeting the EGFR/PI3K pathway might overcome LR in HCC. Intriguingly, we observed the synergistic effects of lenvatinib and elacridar or gefitinib. Notably, lenvatinib should be used to treat HCC after LR because of its role in inhibiting tumour proliferation and angiogenesis. Importantly, our results and raised hypotheses should be further evaluated in patients with HCC following LR induction. Nevertheless, we provide a theoretical basis for the salvage treatment of HCC after LR induction.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at https://www.ncbi.nlm.nih.gov/geo/, using the following accession numbers: GSE211850, GSM6503394, GSM6503395, GSM6503396, GSM6503397, GSM6503398, GSM6503399.

## Ethics statement

The animal study in this research was reviewed and approved by Charles River of Beijing (No. P2021049).

## Author contributions

JL, YW, and JD designed and supervised this research. DS performed the experiments, analysed the data, and wrote this paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundations of China (81730052, 81930119, 82090051, 82090053, and 32000970), Chinese Academy of Medical Sciences Innovation Fund for Medical Sciences (2019-I2M-5-056), Natural Science Foundation of Beijing (7214306), Beijing Hospitals Authority, Ascent Plan (DFL20190901), and Beijing Hospitals Authority Youth Programme (QML20200903).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Co-administration of MDR1 and BCRP or EGFR/PI3K inhibitors overcomes lenvatinib resistance in hepatocellular carcinoma
**Source:** Front Oncol. 2022 Sep 8;12:944537. doi: 10.3389/fonc.2022.944537
**Supplement:** Supplementary file 1

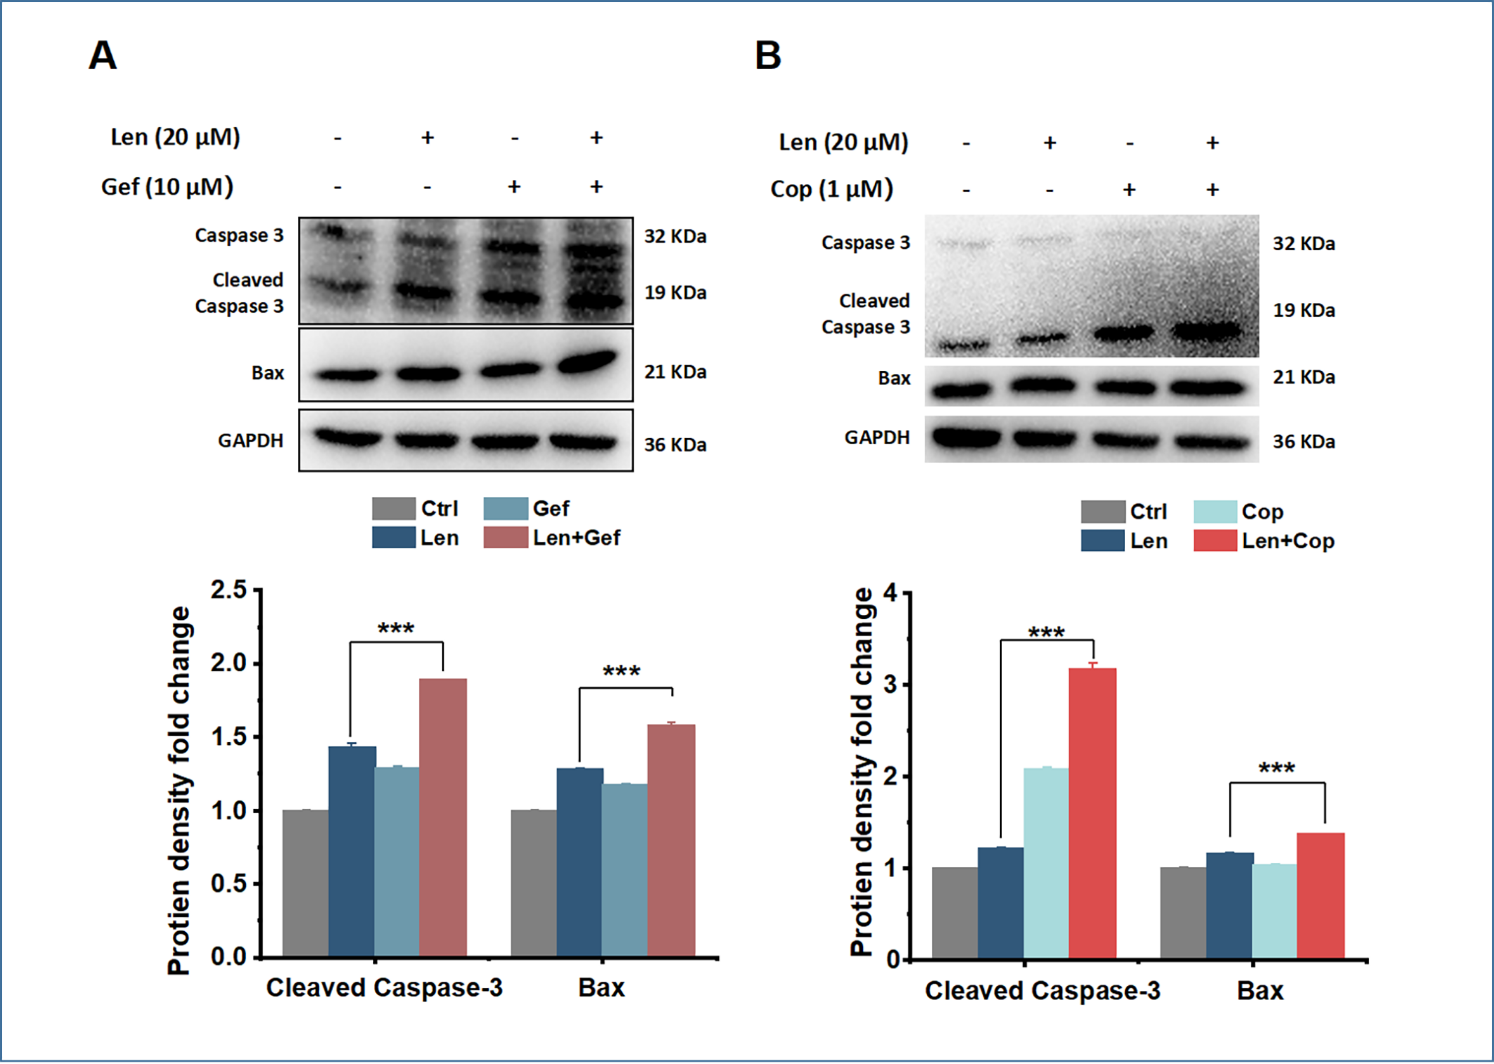

**Supplementary Figure 1.** Combined lenvatinib and gefitinib significantly enhanced cellular apoptosis associated proteins generation (**A**). Combined lenvatinib and copanlisib significantly enhanced cellular apoptosis associated proteins generation (**B**).

# Supplementary material for: Co-administration of MDR1 and BCRP or EGFR/PI3K inhibitors overcomes lenvatinib resistance in hepatocellular carcinoma
**Source:** Front Oncol. 2022 Sep 8;12:944537. doi: 10.3389/fonc.2022.944537
**Supplement:** Supplementary file 1

**Supplementary Table 2.** Selected gene alterations (*FPKM*) indicative of ABC transporters between Huh7 P and Huh7 LR by RNA-sequence results.

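The values of this table are the authors' FPKM values for each library, and all of them equal those of the deposited table. Its Regulation column marks ABCB1 and ABCG1 as up, with ABCG2, and ABCC1 as down. Of the 16 genes that it marks otherwise, ABCB4, ABCB5, ABCC3 and ABCC6 were higher and ABCB6, ABCB8 and ABCC2 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, all with changes under 2-fold except ABCB5. ABCB5 had a mean of 0.289 CPM in Huh7 LR, and its difference (adjusted p = 0.0343) was lost in 9 of 13 alternatives.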

| **Gen ID** | **Gene name** | **Huh7 P1** | **Huh7 P2** | **Huh7 P3** | **Huh7 LR1** | **Huh7 LR2** | **Huh7 LR3** | **Regulation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *ENSG00000085563* | ***MDR1*** | 11.758198 | 12.806151 | 11.530556 | 30.189118 | 38.408862 | 39.0556 | Up |
| *ENSG00000005471* | ***ABCB4*** | 2.819034 | 3.100753 | 2.766906 | 4.730745 | 3.58348 | 4.298298 | Normal |
| *ENSG00000004846* | ***ABCB5*** | 0.031784 | 0.027102 | 0.004791 | 0.02853 | 0.039138 | 0.074767 | Normal |
| *ENSG00000115657* | ***ABCB6*** | 24.404129 | 21.559631 | 24.151605 | 15.519795 | 15.139742 | 14.632465 | Normal |
| *ENSG00000131269* | ***ABCB7*** | 7.278868 | 6.75673 | 6.07249 | 7.270857 | 6.164602 | 7.07946 | Normal |
| *ENSG00000197150* | ***ABCB8*** | 12.379014 | 10.740325 | 10.540573 | 7.140832 | 9.049163 | 8.692858 | Normal |
| *ENSG00000150967* | ***ABCB9*** | 2.403529 | 2.183666 | 2.262676 | 2.377531 | 2.592422 | 2.36564 | Normal |
| *ENSG00000135776* | ***ABCB10*** | 7.120683 | 8.004552 | 7.49216 | 8.255022 | 7.906838 | 8.885207 | Normal |
| *ENSG00000073734* | ***ABCB11*** | 0.178010 | 0.211602 | 0.143486 | 0.141631 | 0.062898 | 0.113695 | Normal |
| *ENSG00000160179* | ***ABCG1*** | 0.098414 | 0.091847 | 0.047803 | 1.009343 | 0.425095 | 0.427819 | Up |
| *ENSG00000118777* | ***BCRP*** | 2.86988 | 2.893925 | 2.664266 | 3.940654 | 3.892161 | 4.081584 | UP |
| *ENSG00000143921* | ***ABCG8*** | 0.014395 | 0.006011 | 0.003874 | 0.00605 | 0.003689 | 0.007624 | Normal |
| *ENSG00000103222* | ***ABCC1*** | 2.325562 | 2.211821 | 1.761181 | 0.662485 | 0.699472 | 0.656555 | Down |
| *ENSG00000023839* | ***ABCC2*** | 39.244137 | 41.040406 | 40.631322 | 33.275312 | 35.47711 | 35.329434 | Normal |
| *ENSG00000108846* | ***ABCC3*** | 10.544092 | 10.411725 | 9.699852 | 17.820575 | 20.12062 | 19.782792 | Normal |
| *ENSG00000125257* | ***ABCC4*** | 12.203005 | 12.464177 | 11.355185 | 13.172315 | 13.189832 | 13.128627 | Normal |
| *ENSG00000114770* | ***ABCC5*** | 7.90255 | 7.391025 | 7.174987 | 6.153524 | 7.129093 | 6.70389 | Normal |
| *ENSG00000091262* | ***ABCC6*** | 10.693769 | 10.812308 | 10.289865 | 13.503664 | 16.659398 | 16.119648 | Normal |
| *ENSG00000124574* | ***ABCC10*** | 3.573112 | 3.470639 | 3.305581 | 3.513207 | 3.795925 | 3.622602 | Normal |
| *ENSG00000121270* | ***ABCC11*** | 0.156036 | 0.085025 | 0.13218 | 0.071784 | 0.066868 | 0.077656 | -- |

# Supplementary material for: Co-administration of MDR1 and BCRP or EGFR/PI3K inhibitors overcomes lenvatinib resistance in hepatocellular carcinoma
**Source:** Front Oncol. 2022 Sep 8;12:944537. doi: 10.3389/fonc.2022.944537
**Supplement:** Supplementary file 1

**Supplementary Table 3.** Available gene alterations (*FPKM*) indicative of EGFR along with its downstream PI3K/AKT and RAS/MEK/ERK pathway between Huh7 P and Huh7 LR by RNA- sequence results.

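The authors' FPKM values in this table also equal those of the deposited table. The Regulation column marks PIK3R2 and PIK3IP1 as up and the other genes as normal. For PIK3R2 the mean FPKM was 0.415 in Huh7 P.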

| ***Gen ID*** | **Gene name** | **Huh7 P1** | **Huh7 P2** | **Huh7 P3** | **Huh7 LR1** | **Huh7 LR2** | **Huh7 LR3** | **Regulation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *ENSG00000196455* | ***PIK3R4*** | 12.818208 | 12.315599 | 12.03244 | 12.067729 | 10.655051 | 11.49925 | Normal |
| *ENSG00000117461* | ***PIK3R3*** | 4.132078 | 3.864096 | 3.863041 | 5.312099 | 5.803066 | 5.357492 | Normal |
| *ENSG00000105647* | ***PIK3R2*** | 0.594381 | 0.346615 | 0.30276 | 37.233568 | 59.363496 | 53.321943 | Up |
| *ENSG00000145675* | ***PIK3R1*** | 11.019805 | 11.034615 | 10.564643 | 12.880477 | 10.827822 | 13.135583 | Normal |
| *ENSG00000100100* | ***PIK3IP1*** | 0.837717 | 1.097633 | 0.723382 | 4.854676 | 3.474674 | 3.52392 | Up |
| *ENSG00000171608* | ***PIK3CD*** | 0.297633 | 0.32287 | 0.29026 | 0.51351 | 0.297558 | 0.24593 | Normal |
| *ENSG00000051382* | ***PIK3CB*** | 13.527374 | 12.579467 | 12.250072 | 13.017099 | 11.92948 | 13.021926 | Normal |
| *ENSG00000121879* | ***PIK3CA*** | 4.570342 | 4.237688 | 4.276983 | 4.319934 | 3.454947 | 4.451264 | Normal |
| *ENSG00000078142* | ***PIK3C3*** | 4.427277 | 4.665033 | 4.710515 | 4.271422 | 3.485292 | 4.308668 | Normal |
| *ENSG00000139144* | ***PIK3C2G*** | 0.386511 | 0.509331 | 0.772978 | 0.694382 | 0.425448 | 0.836743 | Normal |
| *ENSG00000133056* | ***PIK3C2B*** | 8.788989 | 7.433921 | 7.004573 | 6.57511 | 6.235904 | 6.488685 | Normal |
| *ENSG00000011405* | ***PIK3C2A*** | 15.228916 | 13.282734 | 14.055296 | 9.981083 | 6.703537 | 9.488555 | Normal |
| *ENSG00000155629* | ***PIK3AP1*** | 2.099306 | 2.144738 | 2.332148 | 3.097745 | 2.37237 | 2.757427 | Normal |
| *ENSG00000166971* | ***AKTIP*** | 3.672518 | 3.315401 | 3.189774 | 4.814967 | 5.130173 | 5.436265 | Normal |
| *ENSG00000117020* | ***AKT3*** | 0.006307 | 0.004968 | 0.010235 | 0.001188 | 0.027826 | 0.010326 | Normal |
| *ENSG00000105221* | ***AKT2*** | 35.854825 | 31.194848 | 30.806291 | 33.062122 | 34.780927 | 33.268338 | Normal |
| *ENSG00000142208* | ***AKT1*** | 26.106424 | 22.753153 | 25.645345 | 25.963688 | 35.953599 | 29.370829 | Normal |
| *ENSG00000198793* | ***MTOR*** | 17.691648 | 17.891162 | 16.607501 | 14.48706 | 17.736047 | 16.393157 | Normal |
| *ENSG00000133703* | ***KRAS*** | 19.022664 | 17.720603 | 17.340586 | 22.04004 | 16.798707 | 20.263999 | Normal |
| *ENSG00000213281* | ***NRAS*** | 26.153879 | 27.448221 | 27.194269 | 21.908609 | 17.296589 | 21.847574 | Normal |
| *ENSG00000174775* | ***HRAS*** | 9.82629 | 10.073067 | 11.126193 | 7.388674 | 11.801028 | 9.188931 | Normal |
| *ENSG00000178764* | ***RAF*** | 14.301676 | 14.551504 | 13.546754 | 11.80744 | 12.198169 | 11.752332 | Normal |
| *ENSG00000132155* | ***RAF1*** | 66.625246 | 69.307376 | 71.611478 | 64.050602 | 71.760657 | 66.403445 | Normal |
| *ENSG00000157764* | ***BRAF*** | 8.938613 | 8.801879 | 8.542814 | 10.76769 | 8.825402 | 10.586104 | Normal |
| *ENSG00000078061* | ***ARAF*** | 12.327015 | 11.668438 | 10.478802 | 11.525636 | 13.844943 | 13.280836 | Normal |
| *ENSG00000076984* | ***MEK*** | 18.020347 | 18.064487 | 15.65832 | 19.302216 | 19.104422 | 18.172459 | Normal |
| *ENSG00000100030* | ***ERK1/2*** | 16.812165 | 16.969084 | 15.967183 | 17.942025 | 17.9946 | 17.55088 | Normal |

How the deposited data were processed for this re-analysis (not part of the article)

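The study sequenced RNA from 3 samples of Huh7 P and 3 samples of Huh7 LR cells. The libraries were made from poly(A) RNA and sequenced by a company. The authors deposited one table with a read count and an FPKM value for each gene and library. The counts are whole numbers that the authors did not normalize, and the FPKM values were scaled by the authors for transcript length and library size. The paper's text does not name the aligner, the counting program, the genome build, the annotation or whether counting used strand. A column heading of Supplementary Table 1 names DESeq2. The labels of the samples describe extraction from an insect, and the identifiers and counts are those of human genes. The labels give continuous exposure to lenvatinib as the treatment of Huh7 LR and no treatment for Huh7 P. Whether lenvatinib was in the medium at harvest is not stated. The counts therefore cannot separate effects of exposure from those of resistance.

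The table holds 26184 genes and loci, and 34 further lines of annotation text that name no gene and carry no counts used here. Loci without an annotated gene took 2.86% to 3.35% of the counts. Of the 19974 annotated gene identifiers, 19910 have the same symbol in GENCODE release 29, and 526 of 539 symbols derived from clone names are identical. Coordinates, exon lengths and exon overlaps come from that release on GRCh38. A total of 2397 genes share exon sequence with another listed gene on the same strand, and antisense overlaps were not examined.

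Counts were analysed in R 4.3.3 with edgeR 4.0.16, using filterByExpr (minimum count 10, minimum total 15), TMM factors between 0.977 and 1.03, and the quasi-likelihood test without robust estimation. Calls used an adjusted p under 0.001 and an absolute log2 fold change above 1. A difference of a single gene used an adjusted p under 0.05. Standard errors were derived from the log2 fold change and the F statistic. Values per library are CPM scaled by TMM. A fold change against a line whose libraries all had 3 counts or fewer is given as a lower bound, computed against 3 counts. Single values were compared by an exact permutation test, which cannot give a p under 0.1 with 3 samples against 3. The 10 possible splits of the 6 libraries were also compared. Lists of genes were tested by a one-sided Fisher's exact test over 5 lists, and 6 further lists by camera in limma 3.58.1, with a correlation of 0.01. Lists and markers were written from general knowledge. The background of the Fisher tests was all genes and loci tested, as set before the data were examined. Since loci without an annotated gene cannot belong to a list, the 14053 annotated genes are given as a further background, and it moves the ERBB signalling list across the threshold. The annotated background was used first and gave an adjusted p of 0.0503 for that list, and the main comparison was set back to the wording fixed beforehand, which gives 0.0397, after both values had been seen. The 6 lists tested by camera cover MEK/ERK output, FOXO targets, PXR and CAR targets, proliferation, SREBP2 targets and hypoxia.

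Genes named in the text are those of Supplementary Tables 2 and 3 and others that the paper names, called members of the lists, and the 5 largest and 5 smallest log2 fold changes among called genes with at least 1 CPM in one line and no overlap between the lines. Not every gene of this rule is named. The fibroblast markers were listed before the data were examined and the leukocyte markers after LILRB4 had been seen. Other genes outside this rule were chosen after their values were seen. SOX9, PROM1 and EPCAM, which the paper names beside CD44, were for a time left out after the values of SOX9 were seen and were then put back. The alternatives were DESeq2's size factors, the Wald test of DESeq2 1.42.0, no filter, a minimum of 10 counts in every library, a replicate block, limma-trend on log2(FPKM + 0.1) and log2(FPKM + 1) for genes with at least 0.5 FPKM in at least 3 libraries, other thresholds and each library left out in turn. Shrunken fold changes, annotated genes alone, summed overlapping genes and lists without PIK3R2 were added after seeing the data. The annotated background was used first and became an alternative after its values and those of the main background had been seen. Figures were drawn with matplotlib 3.10.9.

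The tests were tested on simulated data, in which 200 genes were changed and the dispersions were those of the real libraries. The quasi-likelihood test recovered 176 of them (88.0%) among 17276 genes tested, with 0 unchanged genes called. DESeq2 recovered 175 among 17531 genes and limma-trend 175 among 15214. Every planted change was beyond 2-fold, its direction was random, and the other genes were exactly unchanged. Calls near the 2-fold threshold and an excess of higher genes, as in the real libraries, were thus not tested. A planted list of genes passed Fisher's exact test (p = 3.69e-35) and a random list did not (p = 1). The random list was drawn from unchanged genes alone, of which 0 were called, so it could not have passed. It therefore tells nothing about false positives of the list test. The western blots, qRT-PCR, drug and xenograft experiments were not analysed here.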

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

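The tests of overlap and of leukocyte markers were written after these genes had been seen and before the values of the tests were. In the Huh7 LR libraries, 10 annotated genes had at least 10 counts each while all 3 Huh7 P libraries had 0. The paper does not discuss these genes, and their counts lie above the 3 counts that a count of 0 allows. A further 10 loci without an annotated gene behaved alike. PEBP4, the most abundant of the annotated genes, had 1.90 ± 0.0801 CPM (SD, n = 3) in Huh7 LR and was at least 41.9-fold higher, and ADH1A was at least 21.5-fold higher. The opposite pattern, 0 in Huh7 LR and at least 10 in each Huh7 P library, was found for 5 annotated genes. Reads assigned to an overlapping gene were argued against for the set, since 1 of the 10 genes, IFITM2, shares exon sequence with another listed gene on the same strand. LILRB4 is a gene of leukocytes, and leukocyte RNA in the Huh7 LR libraries was examined with 6 markers. HLA-DRA and TYROBP had no counts. Of the 3 with enough counts to test, 0 were higher in Huh7 LR at an adjusted p under 0.05, although the means of CD14 (log2 fold change 0.53, adjusted p = 0.0708) and CD74 (0.52, adjusted p = 0.395) were, and LYZ had a log2 fold change of -2.79. PTPRC had 10 counts in Huh7 P and 21 in Huh7 LR. IFITM2 and LILRB4 were named after their values were seen. Depth did not differ between the lines enough to give this pattern, as the totals overlapped. All 10 genes are of low abundance, so a small number of cells may express them. A change that came with lenvatinib resistance, or with the separate culture of the lines, stays open and was not tested.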

How the results depend on the processing

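The comparisons compiled here cover 259 values of 19 leading results, of which 232 counted as unchanged and 27 as changed, and 1092 values of 71 single genes, of which 1046 counted as unchanged, 22 became weaker, 9 became stronger and 15 changed direction. Numbers of calls counted as unchanged within 1.5 times the main value, a rank when equal, the sum of PIK3R2 and AC007192.1 within the replicate spread, and genes and lists when they kept their direction and their side of an adjusted p of 0.05. By this rule PIK3R2 itself counted as unchanged with overlapping genes summed, although its log2 fold change fell to 0.34 and it was no longer called. ABCB1, ABCG2 and EGFR kept their direction and their side of an adjusted p of 0.05 under all 16 alternatives, with log2 fold changes of 1.48 to 1.67, 0.38 to 0.49 and 0.79 to 0.88. The cause of a change was not tested except where stated.

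With limma-trend on log2(FPKM + 1), 268 genes were called higher and 84 lower. A pseudocount of 1 understates changes of low genes. With an adjusted p under 0.05 and no fold threshold, 4093 were higher and 3923 lower. Across the 6 fits that each left out one library, 551 to 734 were higher and 224 to 341 lower. Of the 905 annotated calls, 74 share exon sequence with another listed gene, and 45 of these were no longer called once overlapping genes were summed, an alternative chosen after seeing the data. C1S and PDGFRA are among the 45.

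The rank of PIK3R2 was 14 with no filter, 1 with at least 10 counts in every library, 1 with limma-trend on either FPKM scale, and 9 to 17 across the fits that left out one library. Among alternatives chosen after seeing the data, it was 1 with shrunken DESeq2 fold changes and 6 among annotated genes. A filter on low counts removes the genes with almost no counts in Huh7 P that rank above it. PIK3R2 has no rank once overlapping genes are summed, as its group was not called. The summed log2 ratio of PIK3R2 and AC007192.1 was 0.44 on FPKM, where each gene is divided by its own length, and 0.33 with IFI30 added, chosen after seeing the data. It was -0.025 to 0.14 with one library left out. With overlapping genes summed, the log2 fold change changed direction for AC007192.1 (0.34), ERBB3 (-0.21), C1S (-0.025) and AC020915.5 (-0.010), since these are then the values of the whole group. The log2 fold change of AC007192.1 lay between -11.11 and -2.23 with one library left out, and passed the threshold without Huh7 LR replicate 1 (-11.11). IFI30 passed it without Huh7 P replicate 1, with a log2 fold change of 6.15. MAPK3 stayed near 0, from -0.057 to 0.0066 with one library left out (0.0055 without Huh7 LR replicate 1). SOX9 also stayed near 0 and changed direction in 9 of the 16 alternatives, with log2 fold changes of 0.0032 with no filter, 0.016 with at least 10 counts in every library, 0.027 and 0.026 with limma-trend on log2(FPKM + 0.1) and log2(FPKM + 1), 0.0044 among annotated genes, 0.0042 with overlapping genes summed, and -0.072 to 0.078 with one library left out. ABCB5 lost its difference in 9 of its 13 alternatives, 5 of which left out one library, and ABCC2 lost it without Huh7 P replicate 2 (-0.23, adjusted p = 0.0715). PIK3C2B lost it with limma-trend on either FPKM scale. MAP2K1 passed in the main comparison and lost its call in 9 of the 16 alternatives, 5 of which left out one library.

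ABC transporters lost their call with camera, where the median log2 fold change was 0.11 (adjusted p = 0.136). The call of the ERBB signalling list among genes higher depended on several settings. Its odds ratio was 1.97 under the EASE score (adjusted p = 0.0984), and its median log2 fold change under camera was 0.074 (adjusted p = 0.198). With annotated genes as the background, which was used before the main one, the odds ratio was 2.21 (adjusted p = 0.0503). Among alternatives chosen after seeing the data, it was 2.06 with overlapping genes summed (adjusted p = 0.0671). Without PIK3R2, also chosen then, it was 2.00 (adjusted p = 0.0939). Across the 6 fits that left out one library it was 2.34 to 3.83, and without Huh7 P replicate 3 the adjusted p was 0.0724. The adjusted p of this list ranged from 0.00206 to 0.198 over its alternatives. With camera's estimated correlation, the adjusted p was 0.288 for FOXO targets (median 0.50), 0.288 for proliferation (median -0.49) and 0.6 for SREBP2 targets (median 0.28), none past the threshold. The MEK/ERK list had a median of -0.75 to -0.53 with one library left out and passed the threshold without Huh7 LR replicate 1 (-0.75, adjusted p = 0.0383).

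Samples that share a replicate number did not deviate together, with correlations across genes of 0.0290, 0.0314 and 0.0317, so the numbers do not pair the samples. With a replicate block, 783 genes were called higher and 316 lower. Under the block, and with limma-trend on either FPKM scale, AC007192.1 and IFI30 passed an adjusted p of 0.05. Depth limits genes near the floor of 0.042 to 0.048 CPM, such as the COL1A2 counts.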

Differences from the paper's values

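The paper's log2 fold change of PIK3R2 is 5.71, and the value here is 7.20. Of the alternatives set before the data were examined, none closed the gap. They gave 5.15 with limma-trend on log2(FPKM + 1), 6.62 on log2(FPKM + 0.1), 7.21 with the DESeq2 Wald test, and 7.01 to 7.56 with one library left out. DESeq2 with shrunken fold changes, an alternative chosen after seeing the values, gave 5.70.

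Of the 26200 lines of Supplementary Table 1, 498 could be read here, and 378 of these carry a fold change. All 498 have the counts of the deposited table. Over the 378 genes, the largest difference from the paper's log2 fold change was 0.52 in the main comparison, 0.53 with DESeq2 and 0.08 with shrunken DESeq2 fold changes.

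The paper ranks PIK3R2 at the top of the upregulated mRNAs by fold change, and here it ranked 12. It ranked 1 with at least 10 counts in every library and with limma-trend on both FPKM scales, which were set before the data were examined, and with shrunken DESeq2 fold changes, chosen after seeing the values. The paper marks ABCG2 as up in Supplementary Table 2, and here its log2 fold change was 0.44, under the 2-fold threshold that the paper's methods give. The paper describes the genes of Supplementary Table 3 as normal or upregulated, and here 4 of them were lower at an adjusted p under 0.05, without reaching 2-fold. The paper lists EGFR in connection with that table, which does not hold it. The paper reports the ERBB signalling pathway as enriched. Here the list passed the threshold in the main comparison (adjusted p = 0.0397) and did not with the EASE score (adjusted p = 0.0984). It also did not pass with annotated genes as the background (adjusted p = 0.0503), which was used first. The main comparison was set back to the background fixed beforehand after both values had been seen.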

Other observations

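The tests of chromosome position, of the X chromosome stretch, of the share of calls that overlap, of GC content on chromosome 7 and of the 5 lists of higher genes in other splits were chosen only after the results were seen.

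The real split of the 6 libraries gave 1088 calls, and 1 of the 10 splits, the real one, gave as many. The other 9 splits gave 0 calls each, with 85 to 312 genes at an unadjusted p under 0.05. In the real split 9238 genes were at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so this count by itself decides nothing.

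PIK3R2 was near 0 in Huh7 P and high in Huh7 LR, and a candidate explanation is that reads of this region were assigned to AC007192.1 in Huh7 P and to PIK3R2 in Huh7 LR. The test, set before the data were examined, was whether their sum changes by less than 2-fold, and the log2 ratio of the summed CPM was 0.070. Reads were not analysed here, so a switch between the transcripts of the cells and a difference in how the reads were assigned stay open. In Huh7 LR 1 the counts were divided between both genes (10304 and 6274), and in Huh7 P 1 those of AC007192.1 and IFI30 (14094 and 3889), so the division also differed between replicates of one line. A protein-level change is not addressed by these counts.

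More genes were called higher than lower (71.3%). Scaling of the libraries stays open. DESeq2's size factors moved the share by 0.0918 percentage points, too little to test it, and log2(FPKM + 0.1), which moved it by 2.21, and log2(FPKM + 1), which moved it by 4.81, also change the test and the filter. Gene length bias did not, as at least 70.0% of the calls were higher in every quartile of exon length. Bias by GC content did not remove it, since the lowest share in a quartile was 55.4%, but the share varied between quartiles up to 81.2%, and log2 fold changes correlated with GC content across genes (Spearman's rho 0.23). A difference between the lines stays open. Genes that share exon sequence made up 8.18% of the annotated calls, so reads split differently between overlapping genes may account for single genes such as PIK3R2 but not for most calls.

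COL1A1 was higher in Huh7 LR, with a log2 fold change of 1.84. RNA of fibroblasts was argued against, as COL1A2 had 3 counts in the 3 Huh7 LR libraries together and DCN, LUM, POSTN and THY1 had 0 there. COL3A1 had 31 counts in Huh7 LR and 5 in Huh7 P, and PDGFRB was higher in Huh7 LR, with a log2 fold change of 0.84 (adjusted p = 0.00953 from edgeR's test), so these markers moved apart.

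The expressed genes of chromosome 7 up to 56.0 Mb were higher in Huh7 LR as a group. Of 299 windows of 40 neighbouring expressed genes, the most shifted had a median log2 fold change 0.72 above that of all genes, and 0 of 10000 random gene orders gave a shift as large (permutation test, p = 1e-04, the smallest these orders can give). The 5 windows from the start of chromosome 7 to 56.0 Mb took the 5 highest places. Of their 201 expressed genes, 180 (89.6%) lay above the median of all genes, with a median shift of 0.50, whereas 204 of the 401 expressed genes (50.9%) on the rest of the chromosome did, with a shift of 0.01. All 3 Huh7 LR libraries showed the shift. GC content was argued against, as the shift was 0.53 with the trend with GC content removed. A candidate explanation is a gain of this part of chromosome 7 in Huh7 LR, which RNA alone cannot separate from shared regulation, and DNA was not analysed here. EGFR lies within it and ranked 49 of the 201 genes by log2 fold change. A total of 7 windows lay beyond the 95th percentile of the largest shifts of the random orders (0.32), the other 2 being lower windows on chromosomes 1 (-0.35) and 19 (-0.34).

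Of the 5 annotated genes with 0 counts in Huh7 LR and at least 10 in each Huh7 P library (GAL, ACOT9, TSPAN7, MID1IP1 and BCOR, chosen after their values were seen), 3 lie within 1.62 Mb of the X chromosome. ACOT9 lies on the X chromosome too, from 23702253 to 23766475, outside this stretch. A random position in the genome was argued against, as 8 of 100000 random draws of 5 genes of similar count placed 3 as close together (permutation test, p = 9e-05). GAL had too few counts to be tested by edgeR. Loss or silencing of the stretch in Huh7 LR may explain these 3 genes, but would leave ACOT9 unexplained. Yet the highest mean in Huh7 P was 1.87 CPM, for MID1IP1. The neighbours on either side had means of 2.93 CPM (SYTL5) and 75.4 CPM (ATP6AP2) in Huh7 P and were chosen after their values were seen. In Huh7 LR their means were 4.56 CPM and 72.0 CPM, so both neighbours stayed expressed there. Loss in Huh7 LR and a trace of other cells or RNA in Huh7 P cannot be told apart at these levels.

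Lists of target genes were fixed before the data were examined and tested by limma's camera over 6 lists. Their median log2 fold changes were 1.12 for PXR and CAR targets (adjusted p = 2.52e-06, 16 of 18 higher), 0.50 for FOXO targets repressed by AKT (adjusted p = 4.26e-04, 16 of 18 higher), -0.49 for proliferation (adjusted p = 6.62e-10, 32 of 33 lower), 0.28 for SREBP2 targets (adjusted p = 0.0136, 18 of 23 higher), -0.61 for MEK/ERK output (adjusted p = 0.122, 6 of 9 lower) and 0.17 for hypoxia (adjusted p = 0.492, 11 of 19 higher). Under fry, which does not compare a list with other genes, 4 lists passed, the MEK/ERK list (adjusted p = 0.0617) and the hypoxia list not. With camera's estimated correlation, PXR and CAR targets alone passed (adjusted p = 0.0358). Adjusted over the list alone and past 2-fold, 9 PXR and CAR targets and 3 FOXO targets were higher and 4 proliferation genes lower. By the same rule, 1 gene was lower in the MEK/ERK list and 1 higher in each of the SREBP2 and hypoxia lists. With overlapping genes summed, TM7SF2 of the SREBP2 list and POLA2 of the proliferation list were no longer called. Their log2 fold changes went from 1.66 to 0.60 and from -1.21 to -0.18. In 5 of the 10 splits of the libraries at least as many lists, 4, passed camera. Each of the other splits sets 2 libraries of one line and 1 of the other against the rest and so keeps a part of the difference between the lines, so this count decides nothing. Of the 5 lists tested among the higher genes, camera passed 3 in the real split and as many in 4 of the 10 splits, the real one included. For these 5 lists the lowest adjusted p from camera was 5.52e-08 in the real split and 4.83e-04 in the others. For the 6 lists of target genes it was 6.62e-10 in the real split and 4.73e-09 in the others. Both contrasts decide nothing for the same reason. MKI67 had a log2 fold change of -1.01 and SPRY2, a gene induced by ERK signalling, one of -1.11.

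Of the stem-like markers that the paper names, CD44 had a log2 fold change of -2.78 (adjusted p = 4.99e-05 from edgeR's test) and EPCAM one of 0.30 (adjusted p = 0.00443), under 2-fold, whereas PROM1, which encodes CD133 (0.072, adjusted p = 0.479) and SOX9 (-0.0017, adjusted p = 0.99) did not differ. MYC, also named among them, had a log2 fold change of -1.52. Of the receptors that lenvatinib inhibits, FGFR1 had a log2 fold change of -1.26, FGFR2 one of 0.90 and PDGFRA one of -1.10, which was -0.32 with overlapping genes summed. FGFR4, the most abundant of these receptors here, had a log2 fold change of -0.37 (adjusted p = 0.00186 from edgeR's test) and FGFR3 one of 0.11 (adjusted p = 0.228). FLT1, KDR and RET are listed at 0 in every library, and FLT4 and KIT had at most 3 counts in any.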
